# Perturbation of maternal PIASy abundance disrupts zygotic genome activation and embryonic development via SUMOylation pathway

**DOI:** 10.1242/bio.048652

**Published:** 2019-10-22

**Authors:** Chika Higuchi, Mari Yamamoto, Seung-Wook Shin, Kei Miyamoto, Kazuya Matsumoto

**Keywords:** Maternal-to-zygotic transition, PIASy, SUMOylation, Ubiquitin-proteasome system, Zygotic genome activation

## Abstract

During the maternal-to-zygotic transition (MZT), mRNAs and proteins stored in oocytes are degraded and zygotic genes are activated. We have previously shown that the ubiquitin-proteasome system (UPS)-mediated degradation of maternal proteins plays a role in the onset of zygotic transcription. However, it is still unclear which maternal proteins should be degraded for zygotic genome activation and ensuring subsequent embryonic development. In this study, we screen for these maternal factors that are degraded via the UPS. We thus identified a maternal protein PIASy (protein inhibitor of activated STATy), which is an E3 SUMO ligase. The overexpression of PIASy in fertilized embryos causes developmental arrest at the two-cell stage due to severe abnormal chromosome segregation and impaired zygotic transcription. We find that this developmental role of PIASy is related to its SUMOylation activity. Moreover, PIASy overexpression leads to increased trimethylation of histone H3 lysine 9 (H3K9me3) in two-cell nuclei and enhanced translocation of H3K9me3 methyltransferase to the pronucleus. Hence, PIASy is a maternal factor that is degraded after fertilization and may be important for the proper induction of zygotic genome activation and embryonic development.

## Abstract (precis)

**Summary:** Maternal protein degradation is one developmental event leading to acquiring totipotency. PIASy is identified as a maternal protein that is degraded for accomplishing zygotic transcription and development.

## INTRODUCTION

Oocytes can acquire totipotency through fertilization by sperm. During the maternal-to-zygotic transition (MZT), maternally inherited RNAs/proteins stored in oocytes are gradually replaced with zygotic transcripts and proteins produced from the genome of the fertilized oocytes, referred to as zygotic genome activation (ZGA). In order to understand the process of acquiring totipotency, factors that contribute to ZGA have been investigated. Dynamic chromatin remodeling plays a role in ZGA (Eckersley-Maslin et al., 2018). Furthermore, using the two-cell-like cells that are found in the embryonic stem cell population, DUX family transcription factors (human DUX4 and mouse DUX) have been shown as key inducers of genes activated at ZGA by regulating endogenous retroviruses (ERVs) (De Iaco et al., 2017; Hendrickson et al., 2017), while DUX has only a minor role in ZGA in mouse embryos using *Dux* knockout mice (Chen and Zhang, 2019). Thus, transcriptional activation of the zygotic genome seems regulated by multiple factors, but the mechanisms underlying ZGA have not been fully elucidated.

In oocytes, maternal mRNAs and proteins are abundantly accumulated, and subsequently those are degraded after fertilization. These processes are known to modulate development until the regulation by zygotic product. It is well known that in RNA degradation, 90% of maternal mRNA is degraded until the mid-two-cell stage in mouse embryos (Bettegowda and Smith, 2007). The degradation of maternal protein is also important for the transition. On the other hand, ZGA requires maternal mRNAs and a certain set of transcriptions factors (Jimenez et al., 2015; Lu et al., 2016). These observations again highlight the complex regulation mechanisms of ZGA. Among the mechanistic regulations of ZGA, we especially focus on degradation of maternally stored transcriptional repressors. In *Caenorhabditis elegans* embryos, the degradation of a transcriptional repressor OMA-1/OMA-2 is needed for transcriptional activation of the zygotic genome (Guven-Ozkan et al., 2008). Further, autophagy as well as the ubiquitin-proteasome system (UPS) plays a role in maternal protein clearance. Multiple studies have shown that the proteasome- and ubiquitination-related proteins, including those specifically expressed in oocytes or zygotes, are important for early embryonic development (Roest et al., 2004; Shin et al., 2013; Yang et al., 2017; Yu et al., 2013). Moreover, we have previously demonstrated that UPS-mediated protein degradation in fertilized oocytes is important not only for the onset of ZGA in early mouse embryos, but also for full-term development of mice (Higuchi et al., 2018; Shin et al., 2010). A recent study also found that maternal proteins, Dppa3/Stella/PGC7, are partially cleaved by the UPS in the cytoplasm and the N-terminal fragment is required for intracellular trafficking in cleavage stages of mouse development (Shin et al., 2017). Thus, UPS-dependent proteolysis plays a crucial role in MZT. However, the mechanism by which UPS-mediated maternal protein degradation is involved in the ZGA in early mouse embryos is not fully understood.

In this study, to identify the maternal proteins, which are degraded by UPS during MZT and can contribute to zygotic transcription, we screened for several candidates by examining the effects of their overexpression on mouse pre-implantation development. Using this approach, we identified PIASy (protein inhibitor of activated STAT y, also known as PIAS4), which caused developmental arrest at the two-cell stage in its overexpressed embryos. PIASy has E3 ligase activity for the small ubiquitin-like modifier (SUMO) and also functions as a transcriptional repressor. The overexpression of PIASy led to a failure of chromosome segregation and zygotic transcriptional activation, which was caused by the enhanced SUMO ligase activity. Furthermore, PIASy-overexpressed embryos showed an increased level of histone H3 lysine 9 trimethylation (H3K9me3) and translocation of an H3K9 methyltransferase enzyme, SUV39H1, to pronuclei, which is a potential target for SUMOylation of PIASy to activate zygotic transcription. Thus, these results suggest that the degradation of maternal PIASy is concomitant with ZGA and the excess amount of PIASy disturbs ZGA and demethylation of H3K9me3, which results in developmental arrest.

## RESULTS

### PIASy overexpression in mouse fertilized oocytes causes early developmental arrest

Maternal proteins, which are degraded by the UPS during MZT and can contribute to zygotic transcription and normal development, have not been identified in mice. Firstly, to identify such maternal proteins, we screened for several candidates by examining the effects of their overexpression on mouse pre-implantation development. 2973 candidate proteins were selected from the previously reported proteome datasets in mouse unfertilized oocytes at the metaphase II (MII) stage and fertilized oocytes (Wang et al., 2010a). Proteins for this study were selected based on the following criteria: they were possibly degraded by the UPS after fertilization and were related to transcriptional repression based on the hypothesis in this study: that ZGA occurs by the degradation of the transcriptional repressor (Fig. 1A, see Materials and Methods for details). We finally narrowed down maternal proteins that did meet the criteria (Fig. 1A; Table S1) and decided to test ATPIF1, CDK5, HNRNPAB, LANCL2, PIASy, SOD2, ZFP57 and ZFP706. Expression vectors for green fluorescent protein (GFP: N-terminal)-tagged or monomeric Cherry (mCherry: C-terminal)-tagged full-length candidate proteins were constructed, and subsequently mRNAs were produced by *in vitro* transcription. Fluorescent proteins were tagged either to the N- or C-terminus by avoiding the functional domains. mRNAs corresponding to each candidate gene were injected into the cytoplasm of mouse zygotes 1.5–3 h after fertilization. The expression of eight candidates showed that their GFP or mCherry signals were detected by fluorescence imaging and these synthesized proteins were expressed at the predicted molecular weight by western blotting (Fig. 1B; Fig. S1). We then investigated the effect of overexpression on mouse pre-implantation development. In the seven candidate proteins, no significant difference was observed in the blastocyst rate after overexpression, as compared with myc-tagged GFP (Myc-GFP) mRNA-injected embryos for injection control (Fig. 1C). Meanwhile, the blastocyst rate of PIASy-overexpressed embryos was significantly lower (10%, *n*=36) than that of Myc-GFP injected embryos (69%, *n*=36) (Fig. 1C). Furthermore, only 11% (*n*=58) of embryos developed to the four-cell stage at 48 h post insemination (hpi) and consequently, developmental arrest at the two-cell stage was observed in PIASy-overexpressed embryos (Fig. 1D). Together, we identified PIASy as a candidate maternal factor that is degraded after fertilization for developmental progression.

**Fig. 1.**
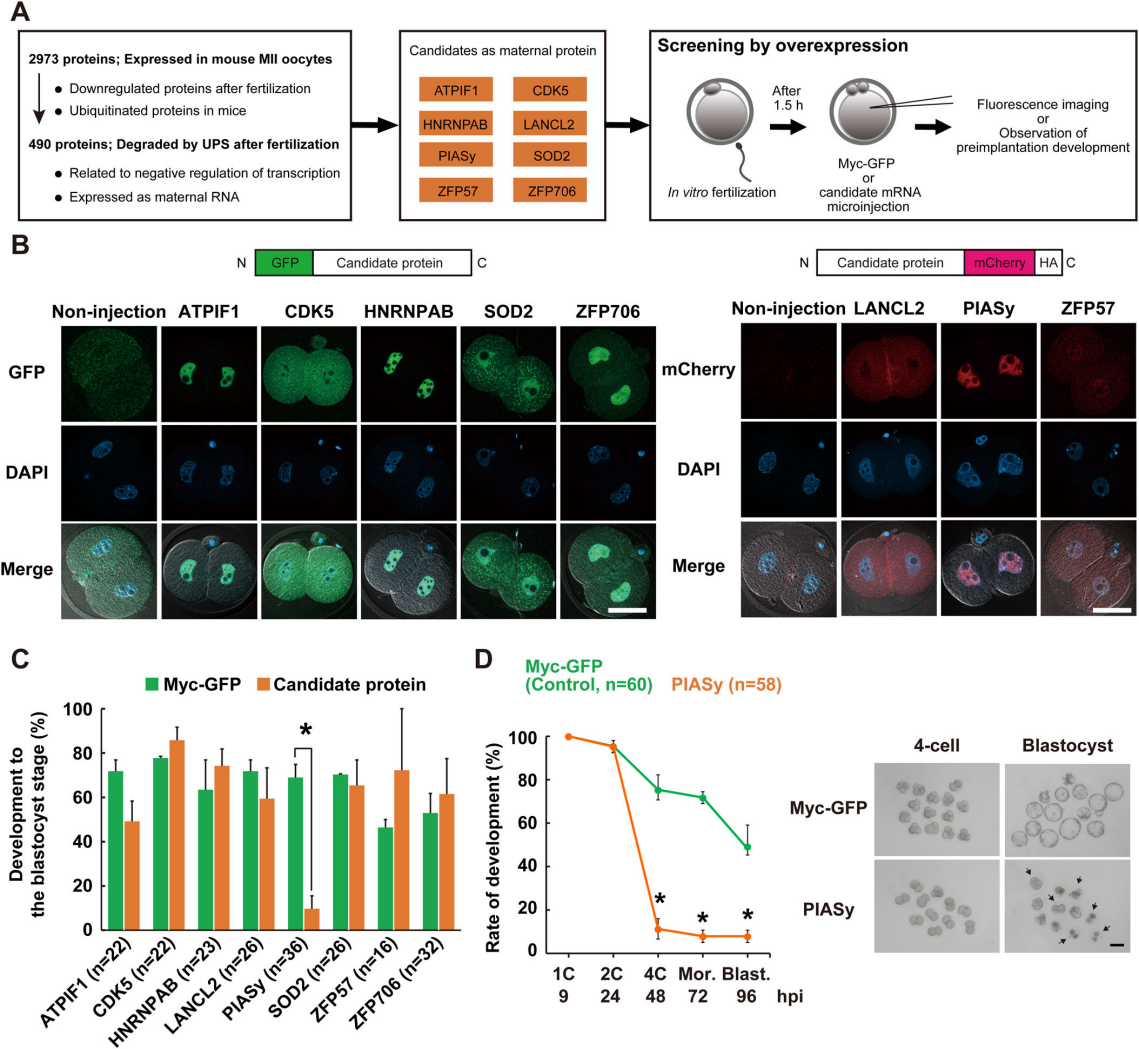
**Effects of PIASy overexpression on mouse pre-implantation development.** (A) Schematic diagram of screening for candidate maternal proteins by bioinformatic approaches and microinjection experiments. (B) Schematic representation of mRNAs encoding candidate proteins that were microinjected into one-cell zygotes just after fertilization (top). Confocal images of GFP-tagged candidate proteins (left panel) and mCherry-tagged candidate proteins (right panel), which were overexpressed in two-cell embryos at 24 hpi. All nuclei were stained with DAPI (blue). Merged images are shown at the bottom panels. Scale bars: 50 µm. (C) Percentages of embryos that developed to the blastocyst stage in eight different candidate genes. *In vitro*-transcribed mRNAs of *Atpif1*, *Cdk5*, *Hnrnpab*, *Lancl2*, *Piasy*, *Sod2*, *Zfp57* and *Zfp706* mRNA were microinjected into the cytoplasm of zygotes. Data are representative of at least two independent experiments. Shown are statistically significant differences between Myc-GFP mRNA and candidate protein-coding mRNA-injected embryos (unpaired two-tailed *t*-test; *P<0.05). Bars represent the standard error of the mean (mean±s.e.m.). Myc-GFP mRNA (green bars), candidate protein-coding mRNA (orange bars). The number of embryos used in each condition is shown in parentheses. Furthermore, the total number of Myc-GFP-injected zygotes for injection control was: ATPIF1, *n*=25; CDK5, *n*=27; HNRNPAB, *n*=25; LANCL2, *n*=25; PIASy, *n*=36; SOD2, *n*=27; ZFP57, *n*=19; ZFP706, *n*=42. (D) Rates of development in PIASy-overexpressed embryos (orange) and Myc-GFP control embryos (green) (left panel). Statistically significant differences between Myc-GFP mRNA- and Piasy mRNA-injected embryos are shown (unpaired two-tailed *t*-test; *P<0.05). Bars represent s.e.m. Representative images of PIASy-overexpressed embryos and Myc-GFP-injected embryos at 48 and 120 hpi (right panel). Arrows indicate arrested embryos at the two-cell stage. Scale bar: 100 µm.

### PIASy is expressed as a maternal protein and is degraded by the ubiquitin-proteasome system after fertilization

To investigate the expression profile of endogenous *Piasy*, we analyzed the expression level of its mRNA and protein in mouse oocytes throughout pre-implantation stages by reverse transcription-quantitative polymerase chain reaction (RT-qPCR) and western blot analyses. The mRNA expression level was dramatically decreased after fertilization, while the protein expression level was gradually reduced from the four-cell stage onward (Fig. 2A,B; Fig. S2A). The distinct expression pattern between mRNA and proteins from the morula to blastocyst stage might be due to the differential recognition sites for the primers and antibody, respectively; the PIASy antibody recognizes the C-terminal region, whereas the primers used in RT-qPCR analyses amplify exons 5 and 6 of *Piasy*, which are not at the C-terminus. Moreover, protein expression of PIASy was upregulated during oocyte maturation (Fig. S2A), suggesting that PIASy is encoded by dormant maternal mRNA. The subcellular localization of PIASy was observed in the nuclei of the oocytes at the germinal vesicle (GV) stage and those of pre-implantation embryos at the early developmental stages, and the cytoplasmic PIASy was also detected (Fig. 2C).

**Fig. 2.**
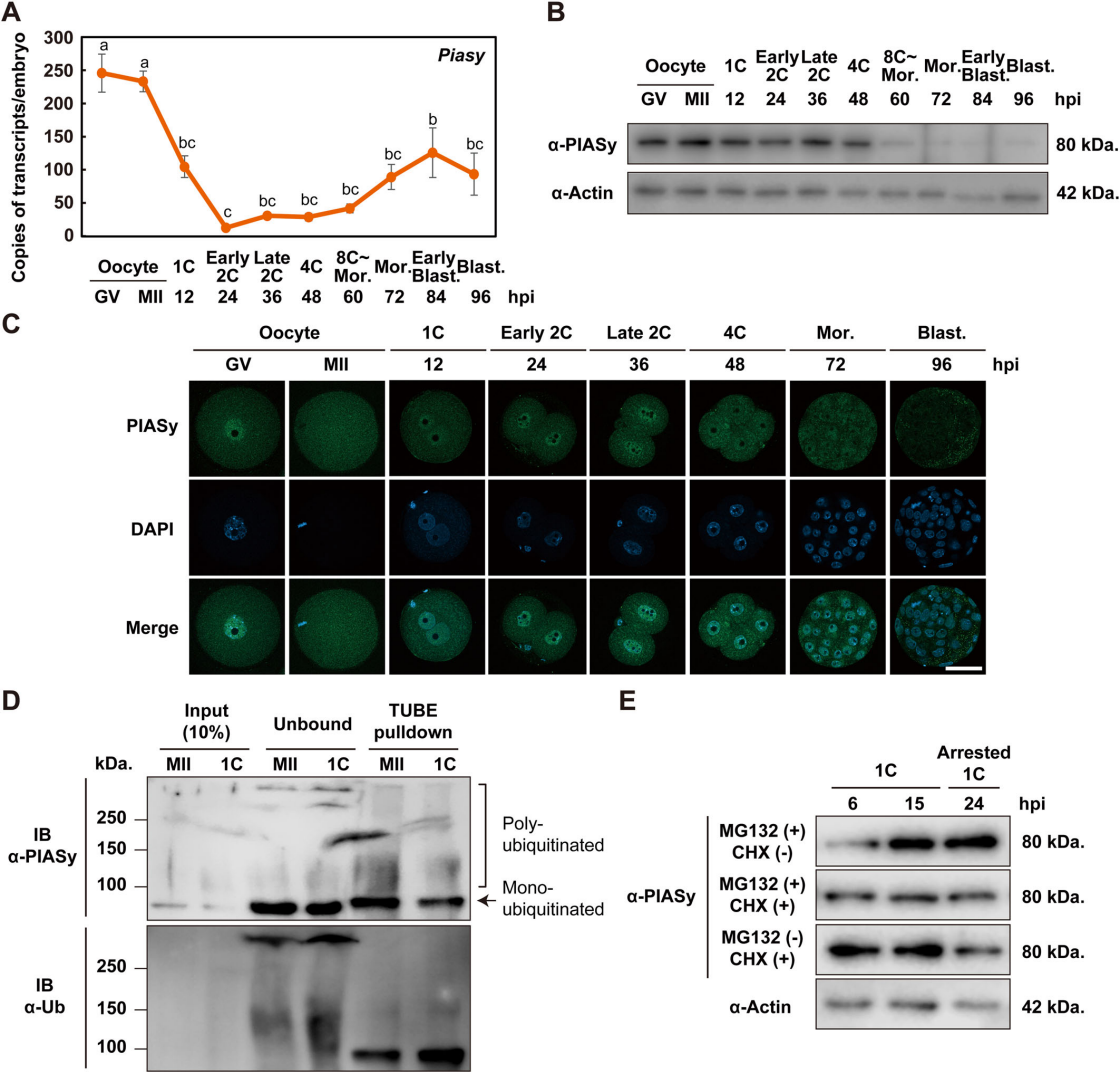
**Maternal PIASy is degraded by UPS after fertilization.** (A,B) Expression profiles of Piasy mRNA (A) and protein (B) in mouse oocytes and early embryos, determined by RT-qPCR using eight oocytes or embryos per stage, and western blot analysis using 30 oocytes or embryos per stage. Data represent mean±s.e.m. and different letters indicate statistical significances (Tukey–Kramer test; *P*<0.05). Actin was used as a loading control. Molecular masses (kDa) are shown on the right. (C) Subcellular localization of PIASy (green) in oocytes at the germinal vesicle (GV) and MII stages and in embryos till the blastocyst stage at 96 hpi (more than ten embryos were examined in each condition). All nuclei were stained by DAPI (blue). Scale bar: 50 µm. (D) Endogenous poly- and mono-ubiquitination of PIASy in mouse MII oocytes and one-cell zygotes. 200 oocytes and zygotes were collected and lysed by lysis buffer. The lysates were subjected to TUBE-pulldown assay to enrich for ubiquitinated proteins, followed by an immunoblot with anti-PIASy (upper panel) or anti-Ub antibody (lower panel). Molecular masses (kDa) are shown on the left. (E) One-cell zygotes at 6 hpi were treated with or without cycloheximide (CHX) in the presence of MG132 and lysed at the indicated time. The lysates were subjected to western blot analysis with anti-PIASy antibody. Total proteins from 30 zygotes were loaded in each lane. Representative western blot analysis of PIASy protein levels and one representative actin loading control are shown. MII, metaphase II oocyte; 1C, one-cell; 2C, two-cell; 4C, four-cell; Mor., morula; Blast., blastocyst.

To ask whether PIASy protein is degraded by the UPS during MZT, firstly, ubiquitination of PIASy was assessed by TUBE (tandem ubiquitin binding entities)-pulldown assay in MII oocytes and one-cell zygotes. We found that the endogenous PIASy was poly- and mono-ubiquitinated in MII oocytes and zygotes (Fig. 2D). Moreover, to examine the degradation after fertilization, we performed treatment with MG132, an inhibitor of the UPS, or cycloheximide (CHX), an inhibitor of new protein synthesis, in one-cell zygotes from 6 hpi, and then checked the expression at 6, 15, and 24 hpi. In zygotes treated with MG132, the amount of PIASy proteins was increased compared to embryos with CHX in the presence of MG132 (Fig. 2E; Fig. S2B). Collectively, these results show that PIASy is a maternally expressed protein, ubiquitinated and degraded by UPS during MZT.

### Enhanced E3 SUMO ligase activity by PIASy overexpression causes abnormal chromosome segregation

PIASy has E3 ligase activity for the small ubiquitin-like modifier (SUMO) which is one of the post-translational modifications, and has been shown to repress or stabilize the activity of some specific transcription factors and chromatin regulators (Jackson, 2001). This led us to hypothesize that the development of fertilized oocytes would be affected by the PIASy overexpression due to its SUMO ligase activity. To test this, we first constructed the C335F mutant (Mut) of the RING finger domain, which is one of the functional domains for SUMO ligase (Sharrocks, 2006; Yan et al., 2015) (Fig. 3A). Firstly, similar expression levels of mRNA and protein were observed in PIASy-WT and PIASy-Mut-expressed one-cell zygotes (Fig. 3B,C). The amount of exogenously expressed PIASy-WT and PIASy-Mut was lower than that of endogenous PIASy (Fig. 3C; Fig. S3A). Since the overexpressed amount is relatively low, the developmental arrest in PIASy-WT-overexpressed two-cell embryos is unlikely caused simply by the non-physiological amount of overexpressed proteins, but rather by other specific actions of exogenously expressed PIASy-WT. Next, to validate E3 SUMO ligase activity in PIASy-WT and PIASy-Mut, we performed a protein localization assay using anti-SUMO-1 or SUMO-2/3 antibody (since SUMO2 and SUMO3 are highly homologous, this antibody recognizes both the SUMO2 and SUMO3) in PIASy-WT- or PIASy-Mut-overexpressed one-cell zygotes. The signal intensities of the SUMO-1 or SUMO-2/3 in the nucleus of PIASy-WT-overexpressed one-cell zygotes were significantly higher than those of PIASy-Mut or non-injection, although these SUMO proteins showed no changes in the localization among these groups (Fig. 3D,E). Further, in PIASy-WT-overexpressed one-cell zygotes, co-localization of SUMO-1 or SUMO-2/3 with PIASy (merged panel) was observed as small dot-like structures in both male and female pronuclei, whereas SUMO-1 or SUMO-2/3 were not co-localized with PIASy-Mut (Fig. 3D,E, upper panel). Notably, mCherry signals of PIASy-WT and PIASy-Mut exhibited differential cellular localization (Fig. 3D,E). PIASy-WT mainly localized in nuclei, while PIASy-Mut localized in both nuclei and the cytoplasm, in accordance with previous studies on an inactive mutant in the RING finger domain of another PIAS family (Duval et al., 2003). Of note, PIASy-WT-overexpressed two-cell embryos exhibited severe abnormal chromosome segregation (ACS) as is evident from micronuclei and lagging chromosomes (arrows, Fig. 3F; Fig. S3B; 67%, *n*=49), but in PIASy-Mut and non-injection control two-cell embryos had a normal nuclear morphology (Fig. 3F; PIASy-Mut 8.0%, *n*=52; non-injection 3.1%, *n*=64). Thus, these observations indicate the SUMO ligase activity might be one of the causes of developmental arrest in the PIASy-WT-overexpressed embryos. Indeed, PIASy mediates SUMOylation of a chromosome segregation protein, such as Topoisomerase-II, and regulates the decatenation of centromeric DNA (Azuma et al., 2005; Ryu et al., 2010b), suggesting that the SUMOylation activity of PIASy-WT could affect the first mitosis. Based on these results, the loss of the SUMOylation activity of PIASy after fertilization is important for the correct SUMO nuclear localization and proper chromosome segregation during the first mitosis.

**Fig. 3.**
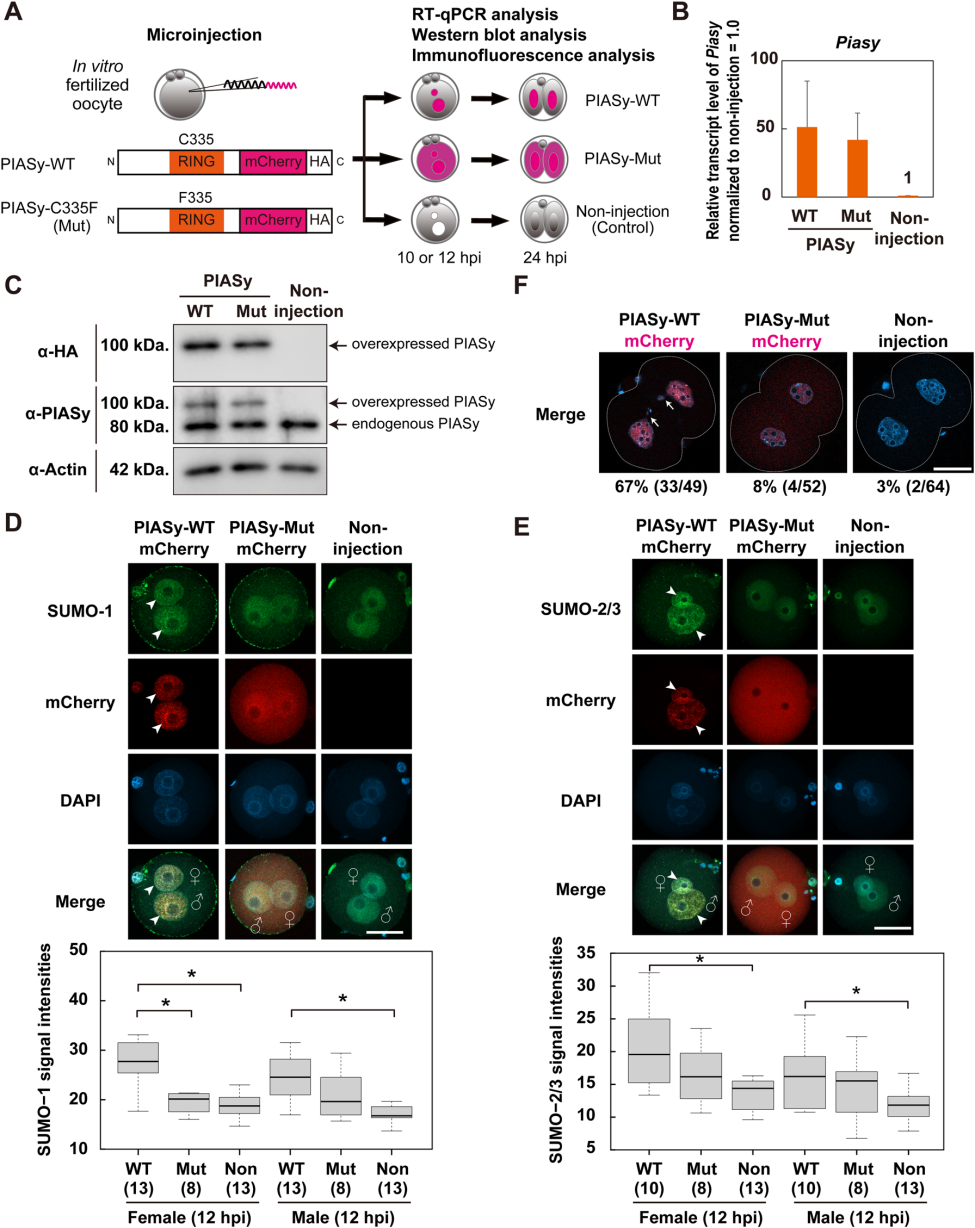
**Enhancement of the E3 SUMO ligase activity of PIASy results in an increased nuclear localization of SUMO.** (A) Schematic diagram of experiments in PIASy-WT or -Mut (C335F) overexpression. The SUMO ligase-inactive point mutant was generated using PCR-based mutagenesis, converting cysteine 335 to a phenylalanine. (B) Overexpression of PIASy-WT or -Mut was confirmed by RT-qPCR using one-cell zygotes. The Piasy mRNA levels of the non-injected one-cell zygotes were defined as 1. Data represent the mean±s.e.m. (C) Western blots of endogenous PIASy and overexpressed mCherry-HA-tagged PIASy in PIASy-WT or -Mut overexpressed zygotes, using anti-HA, anti-PIASy, or anti-Actin antibody. *In vitro*-transcribed mRNAs of Piasy-WT-mCherry-HA or Piasy-Mut-mCherry-HA were microinjected into the cytoplasm of zygotes and the injected zygotes were subjected to western blots at 10 hpi. Actin was used as a loading control. (D,E) Subcellular co-localization of overexpressed PIASy-WT and endogenous SUMO-1 (D) and SUMO-2/3 (E) in one-cell zygotes at 12 hpi. Shown are representative images of zygotes stained with anti-SUMO-1 antibody or anti-SUMO-2/3 antibody immunostaining (green). All nuclei were stained with DAPI (blue). Lower panels show the quantification of SUMO-1 and SUMO-2/3 intensities in pronuclei of examined zygotes (more than eight zygotes were examined). Significant differences were analyzed by Tukey–Kramer tests (*P<0.05). ♀, female pronucleus; ♂, male pronucleus; Scale bars: 50 µm. Arrowheads indicate small dot-like localization of PIASy-WT and SUMO-1 or SUMO-2/3. (F) Overexpression of PIASy-WT shows abnormal chromosome segregation. Shown are representative merged images of mCherry (red) and DAPI (blue) in PIASy-WT (left panel, *n*=49), PIASy-Mut (middle panel, *n*=52), and non-injected two-cell embryos (right panel, *n*=64). Scale bar: 50 µm. Arrows indicate DNA fragments generated during the first cell division. The white dashed line indicates cytoplasmic membrane.

### Overexpression of PIASy after fertilization results in abnormal activation of major ZGA genes

To examine the effect of overexpressing PIASy on ZGA, global transcription activities in two-cell embryos at 28 hpi, at which ZGA had occurred, were measured by 5-ethynyluridine (EU) incorporation. EU levels in the PIASy-WT, and PIASy-Mut-overexpressed two-cell embryos were not markedly different from those of the control group (Fig. 4A; Fig. S4A). These results indicate that the overexpression of PIASy did not affect the global transcription level. Then, we performed RNA-sequencing (RNA-seq) analysis of PIASy-WT, and -Mut overexpressed, and non-injected two-cell embryos at 28 hpi to ask if a specific set of genes were misregulated (Fig. 4B). 

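The embryos belonged to 3 groups, which were non-injected embryos and embryos injected with mRNA for PIASy-WT or for PIASy-Mut, which carries the C335F change in the RING finger domain. Each group gave 2 libraries, and each library was made from 5 two-cell embryos of the ICR mouse strain collected at 28 hpi. The mRNA was injected at 100 ng/µl between 1.5 and 3 hpi, and injected embryos were selected by fluorescence at 9 hpi. The authors amplified full-length cDNA with the SMART-Seq v4 kit for 11 cycles, made libraries with the Nextera XT kit with 13 further cycles and sequenced both ends. They aligned the trimmed reads to mm10 with STAR, counted the uniquely mapped reads per gene with featureCounts and deposited FPKM values for 53023 genes. FPKM was multiplied by gene length and divided by the value of 1 fragment in that library. The result was a whole number for 100% of the values above 0, so the depth of each library could be recovered. The number of fragments on genes was 1363928 and 1130853 in the non-injection libraries, 1032206 and 871663 in the PIASy-Mut libraries and 1325411 and 1149421 in the PIASy-WT libraries. At this depth 3 fragments, taken as the limit below which a level was not told from 0, corresponded to a count relative to depth (CPM) between 2.20 and 3.44. The reads carried no molecular identifiers, so this limit covers counting error only.

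PIASy is encoded by Pias4 (ENSMUSG00000004934.14), which lies on the minus strand of chromosome 10 of mm10 from 81153266 to 81167923. The FPKM of Pias4 was 2.98 and 3.59 in the non-injection libraries, from 15 fragments in each. It was 862 and 611 in the PIASy-Mut libraries and 610 and 579 in the PIASy-WT libraries, where the injected mRNA and the endogenous transcript were counted together. Differences were tested with limma on log2(FPKM + 1), so fold changes of genes with a low FPKM are understated and those of short genes with few fragments are uncertain, and P-values were adjusted by the Benjamini-Hochberg method. The log2 fold change of Pias4 was 7.12 in PIASy-WT against non-injection (standard error 0.26, adjusted P=0.00209 by limma) and 7.41 in PIASy-Mut against non-injection (adjusted P=0.00164 by limma). The amount of Pias4 in PIASy-WT and PIASy-Mut did not differ beyond the spread between libraries (log2 fold change -0.29, adjusted P=0.513 by limma). With 2 libraries per group, an exact permutation test of 1 group against another cannot give a two-sided P below 0.333, so no such test was used.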

Hierarchical clustering based on their gene expression profile showed that PIASy-WT samples were clearly separated from the non-injection control and PIASy-Mut samples (Fig. 4C). In addition, the heat map showed that gene expression was highly correlated between the non-injection control and PIASy-Mut embryos, whereas the transcriptome of PIASy-WT-overexpressed embryos was different from that of others (Fig. S4B). Furthermore, PIASy-WT overexpression induced downregulation of 527 and 740 genes (log_2_ fold change <=−2, padj <=0.05) as compared with the non-injection control and PIASy-Mut, respectively (Fig. 4D; Fig. S4C, left panel). 

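Clustering used 1 minus the Spearman correlation as the distance, average linkage and the 27826 genes with an FPKM above 0 in at least 1 library. The non-injection libraries joined each other at a distance of 0.204. The PIASy-Mut libraries met at 0.222, the step at which all 4 libraries of these groups were united, so they formed no branch of their own. The PIASy-WT libraries joined each other at 0.257 and met the other 4 libraries last, at 0.298. Complete linkage moved the height of this last step most upwards, to 0.343, and Pearson correlation of log2(FPKM + 1) moved it most downwards, to 0.166. The PIASy-WT libraries stayed on a branch of their own in all 8 settings run that kept both of them, which included leaving out each of the other 4 libraries in turn.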

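Across genes, the Spearman correlation between a non-injection and a PIASy-Mut library was from 0.783 to 0.794 over 4 pairs of libraries. The 3 pairs of replicates within a group gave values from 0.743 to 0.796, so libraries of these 2 groups were as close to each other as replicates were. The 8 pairs of a PIASy-WT library with a library of another group gave values from 0.657 to 0.741. The highest of these came from the library PIASy-Mut 2 and lay just under the 0.743 between the PIASy-WT replicates. On log2(FPKM + 1), the Pearson correlation was from 0.908 to 0.918 between non-injection and PIASy-Mut, from 0.889 to 0.923 within groups and from 0.781 to 0.878 between PIASy-WT and the others. These values are across genes, which are not independent replicates.

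**Figure D1:**
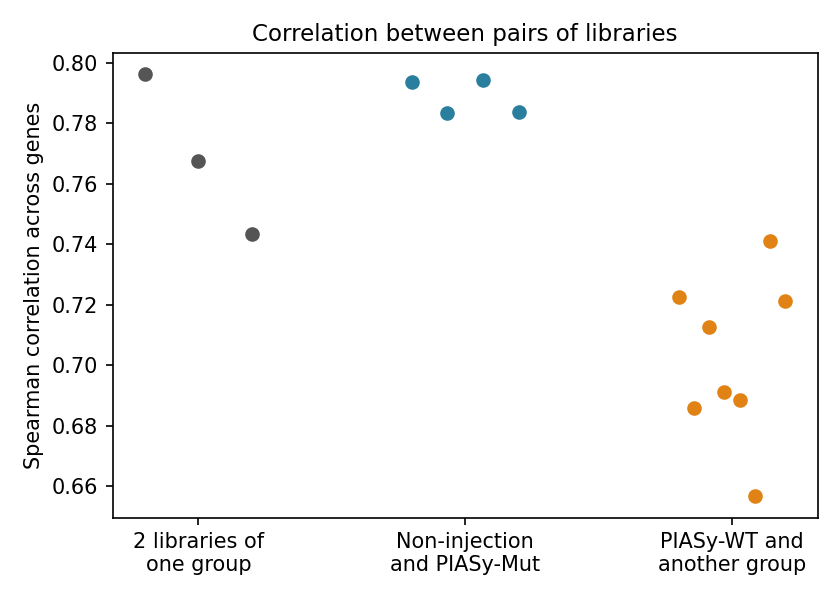
Spearman correlation across genes for each of the 15 pairs of libraries, with 1 point per pair. Pairs within a group and pairs of non-injection with PIASy-Mut lie at or above 0.743, and pairs of PIASy-WT with another group lie at or below 0.741.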

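The test covered the 16100 genes with an FPKM of at least 1 in at least 2 libraries, and all 6 libraries shared 1 estimate of the spread. Compared with the non-injection control, 614 genes were lower and 97 were higher in PIASy-WT. Compared with PIASy-Mut, 653 genes were lower and 83 were higher. Between PIASy-Mut and the non-injection control, 0 genes were lower and only Pias4 was higher, while 718 genes had an unadjusted P under 0.05. The corresponding numbers of genes with an unadjusted P under 0.05 were 4546 for PIASy-WT against non-injection and 4456 for PIASy-WT against PIASy-Mut.

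These counts depend on the settings. When only the 4 libraries of the groups compared entered the fit, 736 genes were lower in PIASy-WT than in non-injection. In PIASy-WT against PIASy-Mut, 0 genes passed in either direction, with 3776 at an unadjusted P under 0.05. The injected Pias4 did not pass in PIASy-Mut against non-injection in such a fit either (adjusted P=0.237 by limma). A call against PIASy-Mut lost in this fit therefore says little about a single gene. Without a filter on low values, 144 genes were lower than in non-injection and 224 lower than in PIASy-Mut. Of the genes lower in PIASy-WT, 122 of the 614 and 133 of the 653 had at most 3 fragments in both PIASy-WT libraries, so the size of their change is uncertain. The other group was at this limit too for 26 and 29 of these genes, and no size can be given for them. At least 10 fragments in at least 2 libraries were present for 556 of the 614 genes and for 586 of the 653 genes. In data simulated at the same depth with 200 changed genes, the genes called wrongly numbered 41 in the first comparison and 43 in the second, and all of them had on average under 10 fragments per library.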

We identified 466 downregulated genes in PIASy-WT-overexpressed embryos, which were common to both non-injection and PIASy-Mut (Fig. 4E). 

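The genes lower in both comparisons numbered 486, which were 79.2% of those lower against non-injection and 74.4% of those lower against PIASy-Mut. Of the 128 genes that were lower against non-injection only, 103 had a log2 fold change of -1 or less against PIASy-Mut as well. The genes higher in both comparisons numbered 49.

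Both comparisons use the same PIASy-WT libraries, which links them even without an effect. Across all genes tested, the log2 fold changes of the comparisons had a correlation of 0.846 and the same sign for 83.8% of genes. In 100 simulations of unchanged groups, the median correlation was 0.50, with a maximum of 0.524, and the same sign was found for 66.6% of genes. The simulated deviations were drawn independently for each gene, so deviations that many genes of a library share were absent. Real unchanged libraries may therefore vary more than these simulations show, in the correlation and in the counts. None of these simulations had a gene lower in both comparisons at the thresholds used, and at an unadjusted P under 0.05 the median number was 98.5 against 2323 observed. Under quantile normalization, 299 genes were lower in both comparisons, and all of them were among the 486. With only the 4 libraries of the groups compared in each fit, 0 genes were lower in both, since 0 passed against PIASy-Mut.

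**Figure D2:**
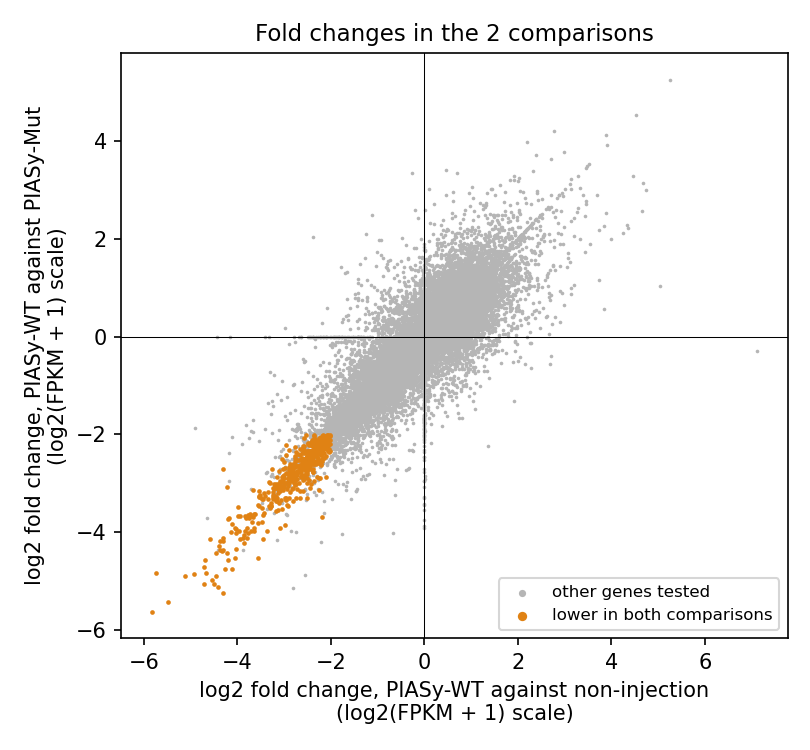
Log2 fold change of each of the 16100 genes tested in PIASy-WT against PIASy-Mut (vertical axis) and against non-injection (horizontal axis), both on the log2(FPKM + 1) scale. The 486 genes lower in both comparisons are orange and lie at or below -2 on both axes.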

We then compared the 466 gene list, a major ZGA gene list and a two-cell transient gene list from a database of transcriptome in mouse early embryos (DBTMEE). Hypergeometric tests showed that the downregulated genes were significantly enriched in the major ZGA gene list and two-cell transient gene list (*P*=1.13e-101), indicating that the overexpression of PIASy-WT leads to a failure of activating at least part of major ZGA genes (Fig. 4F). 

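The DBTMEE gene lists were not analysed here, and the values below describe the 486 genes lower in both comparisons. These genes were chosen in these same libraries, so their levels describe the choice and are no separate evidence. Their median FPKM was 42.5 and 43.4 in the non-injection libraries, 58.2 and 32.4 in the PIASy-Mut libraries and 6.14 and 4.86 in the PIASy-WT libraries. The median log2 fold change was -2.62 against non-injection and -2.70 against PIASy-Mut. With the 78 genes that had at most 3 fragments in both PIASy-WT libraries set to their bound, these medians were -2.53 and -2.58. Between PIASy-Mut and non-injection the median was 0.01. The same threshold was set against both of these groups, which by itself favours a small median. According to the annotation, 390 of the genes are protein coding and 64 are pseudogenes.

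The rule for naming genes gave the 6 genes with the most negative mean of the 2 fold changes. The processed pseudogene Gm11517 (ENSMUSG00000081249.3, chromosome 11 of mm10, from 96795439 to 96795825, minus strand) lies within Cbx1 on the opposite strand. Its FPKM was 1658 and 1572 in non-injection, 2516 and 928 in PIASy-Mut and 44.8 and 27.0 in PIASy-WT. The log2 fold change was -5.50 against non-injection (standard error 0.51, adjusted P=0.0224 by limma) and -5.42 against PIASy-Mut (adjusted P=0.0219 by limma). Cbx1 itself was not lower, with a log2 fold change of 1.45 against non-injection. The pseudogene Obox3-ps6 (chromosome 7, from 15480174 to 15481781, minus strand) lies within Obox1 and Obox3 and shares 80.2% of its sequence in stretches of 50 bases with other genes, so its fragments are uncertain. Its log2 fold change was -4.73 against non-injection and -5.06 against PIASy-Mut. Obox3, on the same strand, was lower too, with log2 fold changes of -3.80 and -3.92. Obox1, on the opposite strand, had 0.93 and 1.47. A change of Obox3-ps6 apart from that of Obox3 was therefore not shown. The antisense RNA Frmpd1os had 0 fragments in both PIASy-WT libraries and from 6 to 21 in the others. It was at least 5.89-fold lower than in non-injection and at least 5.59-fold lower than in PIASy-Mut. Frmpd1os lies within Frmpd1 on the opposite strand, and Frmpd1 was not among the genes tested. Whether counting used the strand is not known, so the fragments of Frmpd1os are uncertain. The other 3, Mir5136, Gm17332 and Gm21028, are at most 123 bases long. They had from 1 to 10 fragments in each library outside PIASy-WT and 0 in PIASy-WT. Gm17332 lies within Gm12106 on the same strand, which had log2 fold changes of -2.09 against non-injection and -1.17 against PIASy-Mut. Mir5136 lies within Lbhd1 on the opposite strand, which had -1.20 and -1.49. Neither Gm12106 nor Lbhd1 passed against non-injection (adjusted P=0.171 and 0.173 by limma).

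Because several of these genes are short or lie within others, Pdxk (ENSMUSG00000032788.15, chromosome 10, from 78436744 to 78464975, minus strand) was added after its values were seen. Its 264, 297, 346 and 162 fragments in the non-injection and PIASy-Mut libraries fell to 8 and 2 in PIASy-WT. The log2 fold change was -4.68 against non-injection (standard error 0.42, adjusted P=0.0224 by limma) and -4.82 against PIASy-Mut. Pdxk shares 39.7% of its sequence in stretches of 50 bases with other genes. With only the 4 libraries of the groups compared in the fit, none of these genes kept its call against PIASy-Mut, as 0 genes passed there. This loss does not set them apart from other genes. From the enrichment of its commonly downregulated genes in the major ZGA and two-cell transient lists, the paper concludes that overexpression of PIASy-WT leads to a failure to activate at least part of the major ZGA genes (Fig. 4F).

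**Figure D3:**
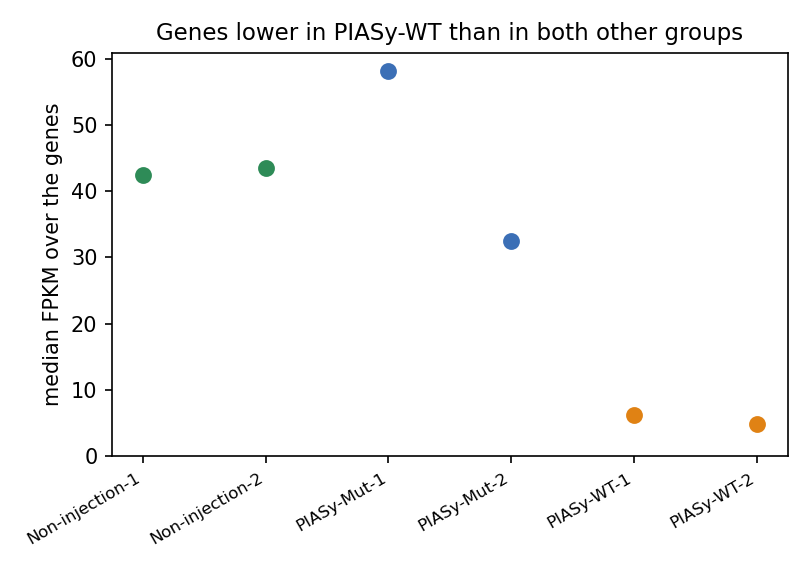
Median FPKM of the 486 genes lower in both comparisons, with 1 point per library. The non-injection and PIASy-Mut libraries lie between 32.4 and 58.2 and the PIASy-WT libraries at 6.14 and 4.86. The genes were chosen in these same libraries.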

Mouse endogenous retrovirus type L (MERVL) is one class of retrotransposable elements (TEs) and is abundantly expressed in mouse two-cell stage embryos, and it drives the expression of many transcripts specific to ZGA and totipotency (Kigami et al., 2003; Macfarlan et al., 2012). Thus, we investigated whether PIASy-WT overexpression affected the expression of the MERVL family. Based on our RNA-seq results, the expression of the MERVL family was lower in PIASy-WT than in the non-injection or PIASy-Mut, but the other class of TEs had no marked difference between PIASy-WT and non-injection or PIASy-Mut (Fig. 4D; Fig. S4C, right panel). Furthermore, to validate RNA-seq results of the MERVL family, RT-qPCR was conducted in PIASy-WT-overexpressed two-cell embryos. As a result, the expression level of MERVL in PIASy-WT showed lower than that of non-injection and PIASy-Mut by 1.9-fold (Fig. 4G; Fig. S4D). It should be noted, however, that the activation of *Zscan4* cluster genes, which are also cleavage stage-specifically expressed endogenous genes, was not affected by the PIASy-WT overexpression (Fig. S4E). These results suggest that the excess amount of PIASy impairs the induction of early embryonic transcripts.

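The table lists 9 genes whose symbol starts with Zscan4, all on chromosome 7 of mm10, and all 9 were tested. In both comparisons of PIASy-WT with another group, 0 of them passed an adjusted P of 0.05 by limma and 0 had an unadjusted P under 0.05. The same held when the P-values were adjusted over the list alone. The log2 fold changes were from -0.22 to 1.43 against non-injection and from -0.48 to 1.32 against PIASy-Mut. Of the 9 genes, 8 were higher than in non-injection (median log2 fold change 0.70) and 5 higher than in PIASy-Mut (median 0.25), and under quantile normalization Zscan4d was higher in both comparisons too. The CPM of these genes together was 429 and 330 in the non-injection libraries, 210 and 781 in the PIASy-Mut libraries and 565 and 392 in the PIASy-WT libraries, so both PIASy-WT values lie between those of the PIASy-Mut replicates.

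Zscan4d (ENSMUSG00000090714.10, from 11161374 to 11166159, minus strand) held between 43.7% and 70.5% of these fragments. Its FPKM was 127 and 102 in non-injection, 61.4 and 187 in PIASy-Mut and 126 and 75.4 in PIASy-WT. The log2 fold change was -0.22 against non-injection (standard error 0.55, adjusted P=0.821 by limma) and -0.13 against PIASy-Mut, and under quantile normalization it was 0.05 and 0.17. The Zscan4 genes share from 48.4% to 90.1% of their sequence in stretches of 50 bases with other genes, and only uniquely mapped reads were counted, so the values of single members are uncertain. Whether a difference of the size seen between the PIASy-Mut replicates was detectable with 2 libraries per group was not tested. The alternative that moved the count most was voom on the genes with at least 10 fragments in at least 2 libraries, chosen after seeing the data, under which 1 gene, Zscan4-ps3, passed.

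**Figure D4:**
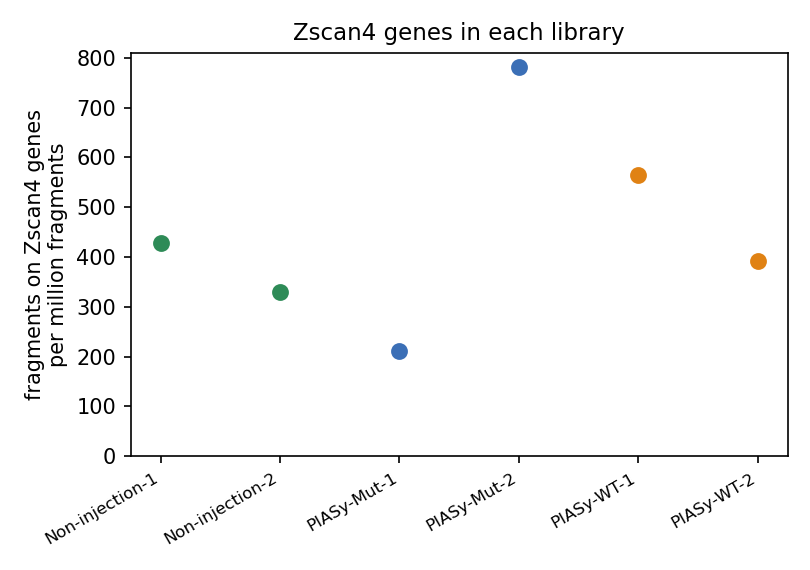
CPM of the 9 Zscan4 genes together, with 1 point per library. The PIASy-WT libraries lie at 565 and 392, between the PIASy-Mut libraries at 210 and 781.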

**Fig. 4.**
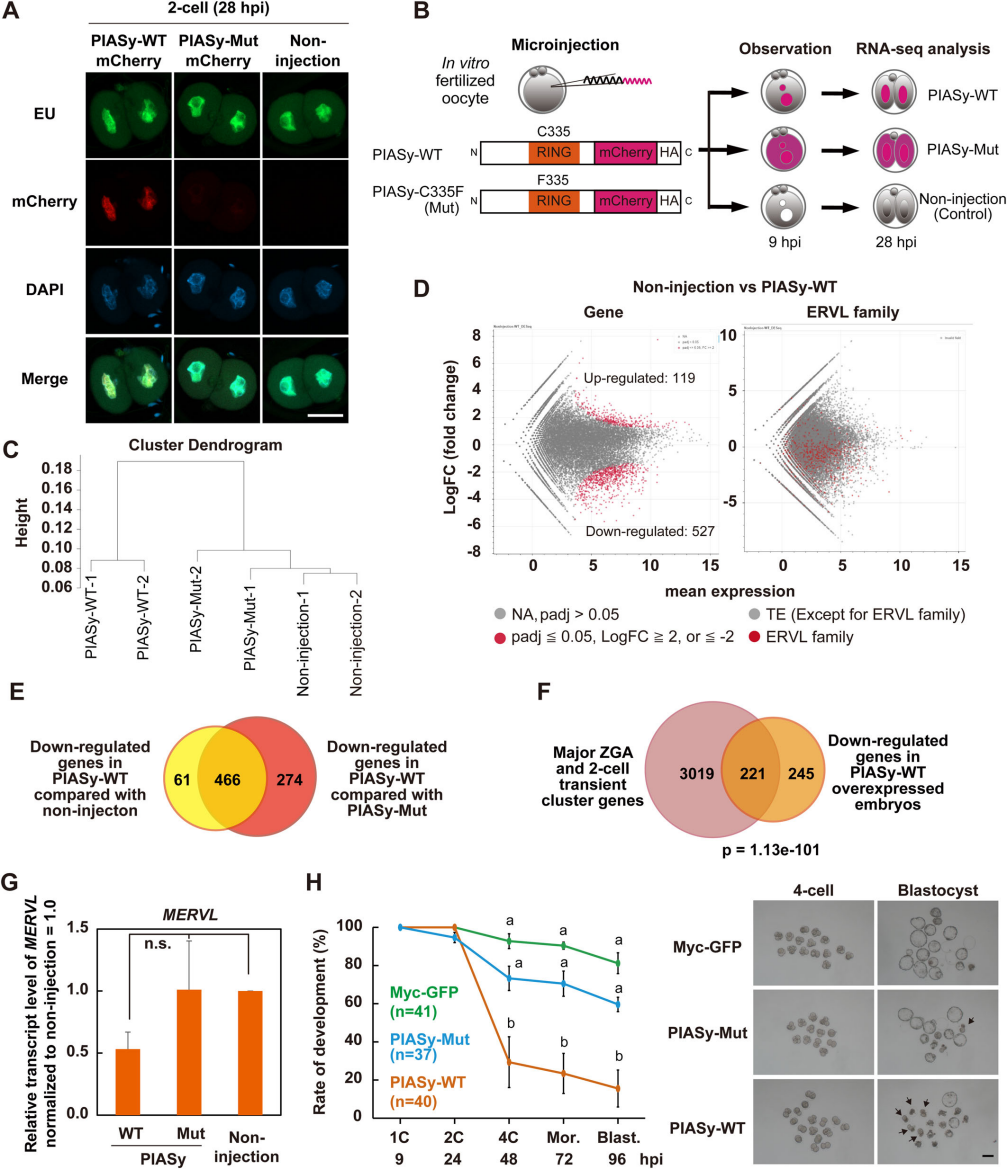
**Effects of overexpressed PIASy after fertilization on zygotic genome activation.** (A) EU incorporation in two-cell embryos at 28 hpi, overexpressed with PIASy-WT or PIASy-Mut. Non-injected embryos were used as a control. Shown are representative images of embryos stained with EU incorporation (green). All nuclei were stained with DAPI (blue). Scale bar: 50 µm. (B) Experimental scheme of RNA-sequencing using PIASy-WT- or -Mut-overexpressed two-cell embryos at 28 hpi. *n*=2. (C) Hierarchical clustering of PIASy-WT-overexpressed, PIASy-Mut-overexpressed, and non-injected embryos based on the global gene expression profile, as revealed by RNA-seq analysis. (D) MA plot displaying differentially expressed genes (left panel) and ERVL family retrotransposons (right panel) in non-injected versus PIASy-WT-overexpressed embryos. Differentially expressed genes with adjusted padj <=0.05 and log FC >=2, or <=−2 are highlighted in red. padj >0.05 are highlighted in gray. ERVL family retrotransposons are highlighted in red, while the other retrotransposons are in gray. (E) Venn diagram shows 466 overlapping downregulated genes after PIASy-WT overexpression, identified by comparing the commonly downregulated genes between PIASy-WT versus non-injection and PIASy-WT versus PIASy-Mut. (F) Venn diagram shows the comparison between the 466 commonly downregulated and 3240 major ZGA and two-cell transient cluster genes extracted from DBTMEE (hypergeometric test; *P*=1.13e-101). (G) The graph of RT-qPCR analyses in PIASy-WT, -Mut, and non-injected control two-cell embryos at 28 hpi. The *MERVL* mRNA levels of the non-injected embryos were defined as 1. n.s., non-significant (Tukey–Kramer analysis). Data represent the mean±s.e.m. (H) Rates of development in PIASy-WT (orange) or -Mut (blue) and Myc-GFP control (green) embryos (more than 37 embryos were tested). Different letters indicate statistical significances (Tukey–Kramer test; *P*<0.05). Bars represent s.e.m. Representative images of PIASy-WT, -Mut embryos and Myc-GFP injected embryos at 48 and 120 hpi (right panel). Arrows indicate arrested embryos at the two-cell stage. Scale bar: 100 µm.

Next, the upregulated genes after PIASy-WT overexpression were categorized based on the cluster genes in DBTMEE (Table S2). 

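The DBTMEE clusters were not analysed here. At a log2 fold change of at least 1 and an adjusted P of at most 0.05, 166 genes were higher in PIASy-WT than in non-injection and 132 were higher than in PIASy-Mut. Without a filter on low values these counts were 16 and 11, and with genes of an FPKM of at least 5 in at least 2 libraries they were 325 and 202. Genes higher in PIASy-WT had few fragments. Of the 97 genes higher than in non-injection at a log2 fold change of at least 2, 73 had at most 3 fragments in both non-injection libraries and 21 of these had at most 3 in both PIASy-WT libraries too. Of the 83 genes higher than in PIASy-Mut, the respective numbers were 72 and 29. The median number of fragments of these genes in PIASy-WT was 8.5 and 4.5.

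The rule for naming genes gave Iglj3, Snord13, Mir465d and Gm22806, which are from 38 to 136 bases long and had 0 fragments in the other 4 libraries and from 1 to 4 in each PIASy-WT library. Iglj3, Mir465d and Gm22806 are at the limit of this depth in all groups, and no fold is given for them. Snord13 exceeded it only in the library PIASy-WT 2, with 4 fragments, and was at least 1.03-fold higher than in non-injection, with no bound above 1 against PIASy-Mut. Genes with more fragments were added after their values were seen. S100a11 (ENSMUSG00000027907.4, chromosome 3 of mm10, from 93520488 to 93526287, plus strand) had 21 and 18 fragments in PIASy-WT against 2 or 1 in each of the others, and was at least 6.49-fold higher than in non-injection and at least 4.96-fold higher than in PIASy-Mut. It shares 41.1% of its sequence in stretches of 50 bases with other genes, so its fragments are uncertain. Card19 had 13 and 17 fragments in PIASy-WT and at most 1 in each of the others, and was at least 5.07-fold and at least 3.87-fold higher. With only the 4 libraries of the groups compared in the fit, the calls against PIASy-Mut were lost for both, as they were for all genes. Over the alternatives, S100a11 passed an adjusted P of 0.05 against PIASy-Mut in 12 of 14 and Card19 in 9 of 14. Against non-injection these numbers were 14 of 14 and 13 of 14.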

Interestingly, most of the upregulated genes were categorized as minor ZGA genes and one-cell transient genes. We also observed that the *Dux* expression level was increased in PIASy-WT-overexpressed embryos (Fig. S4D). These results imply that minor ZGA genes including *Dux* are continuously expressed in late two-cell embryos after PIASy-WT overexpression. Improper completion of minor ZGA may result in the failure of activating major ZGA genes, as observed in our PIASy-WT-overexpressed embryos.

### Impaired ZGA and embryonic development are attributed to the enhancement of the E3 SUMO ligase activity of PIASy

The overexpression of PIASy-WT was accompanied with the enhanced E3 SUMO ligase activity (Fig. 3D,E). We then asked whether the PIASy-WT overexpression induced the misexpression of SUMO-conjugate or SUMO protease genes, such as the *Pias*, *Sumo*, *Sae*, *Ube* and *Senp* family. However, we did not detect effects of PIASy-WT overexpression on the expression of most of the tested factors, except for *Pias3*, *Senp2* and *Senp8*, which are classified as late zygotic or maternally expressed genes, based on the RNA-seq analysis (Fig. S4F). Thus, SUMOylation genes or SUMO protease genes other than PIASy unlikely induced the phenotype related to the PIASy-WT overexpression. 

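The values below are for single genes of the SUMO pathway, and counts over all genes of Fig. S4F are not given. Over all genes tested, Pias4, which was injected, passed an adjusted P of 0.05 by limma in PIASy-WT against non-injection, and Pias3, Senp2 and Senp8 did not pass in either comparison.

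Senp2 (ENSMUSG00000022855.8, chromosome 16 of mm10, from 22009484 to 22049269, plus strand) had an FPKM of 14.0 and 13.6 in non-injection, 14.0 and 4.84 in PIASy-Mut and 1.84 and 2.90 in PIASy-WT. Its log2 fold change was -2.15 against non-injection (standard error 0.50, adjusted P=0.0588 by limma) and -1.49 against PIASy-Mut (adjusted P=0.122 by limma). Over the 14 alternatives the adjusted P against non-injection ranged from 0.00528 to 0.0981, and it passed in 5 of them. Pias3 (ENSMUSG00000028101.18, chromosome 3, from 96696384 to 96706070, plus strand) had 18 and 7 fragments in non-injection, 11 and 1 in PIASy-Mut and 4 and 1 in PIASy-WT. Its log2 fold change was -1.19 against non-injection (standard error 0.63, adjusted P=0.271 by limma) and -0.58 against PIASy-Mut (adjusted P=0.584 by limma). The difference between the replicates of PIASy-Mut was as large as these changes, and Pias3 passed in none of the 13 alternatives that tested it. Senp8 (ENSMUSG00000051705.13, chromosome 9, from 59734259 to 59750710, minus strand) had an FPKM of 13.3 and 16.1 in non-injection, 9.04 and 25.5 in PIASy-Mut and 28.4 and 44.5 in PIASy-WT. Its log2 fold change was 1.23 against non-injection (standard error 0.51, adjusted P=0.179 by limma) and 1.17 against PIASy-Mut (adjusted P=0.20 by limma). Both PIASy-WT libraries were above all others, but the comparison did not pass the adjustment.

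Of other genes of the pathway, the log2 fold change against non-injection was -1.50 for Sumo2, -1.42 for Senp3 and -1.34 for Sae1. It was -1.22 for Senp7, -1.12 for Senp5 and 1.16 for Sumo3 (ENSMUSG00000020265.16). Values were smaller for Pias1 (0.16), Senp6 (0.32), Senp1 (0.44) and Pias2 (0.48). Against PIASy-Mut, these 4 genes had values from 0.34 for Senp1 to 0.91 for Pias2, and they passed in 0 of 14 alternatives in either comparison. None of the genes in this paragraph passed over all genes tested. Sumo2 had 16 and 3 fragments in the PIASy-WT libraries, and its value was from -2.33 to -0.66 with 1 library left out. Over the alternatives, of which 3 were chosen after seeing the data, Senp3 passed against non-injection in 4 of 14, Sumo3 in 3 of 14, Sae1 in 2 of 14 and Senp7 in 2 of 13. Against PIASy-Mut, Sae1 passed in 4 of 14, Senp5 in 3 of 14 and Senp7 in 2 of 13.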

Lastly, we tested whether the SUMO ligase activity of PIASy affected the pre-implantation development. The developmental rate of PIASy-WT-overexpressed embryos was significantly lower than that of the control embryos in the same manner as in Fig. 1D (Fig. 4H, 14%, *n*=40). Conversely, no significant difference in the developmental rate was found between PIASy-Mut (63%, *n*=37) and Myc-GFP-injected control (83%, *n*=41), and PIASy-Mut showed normal blastocyst morphology (Fig. 4H). Thus, these results indicate that the overexpression of PIASy, which leads to inhibition of embryonic development, is attributed to its E3 SUMO ligase activity, and the activity can negatively regulate zygotic transcription.

### Overexpression of PIASy leads to the translocation of endogenous SUV39H1 to pronuclei and affects the heterochromatin state

PIASy is known to associate with heterochromatin (Bischof et al., 2006). We therefore examined the constitutive heterochromatin mark H3K9me3 in PIASy-WT-overexpressed two-cell embryos by immunofluorescence analysis. PIASy-WT-overexpressed two-cell embryos showed a significant increase in intensities of H3K9me3 staining in two-cell nuclei in comparison to the PIASy-Mut and non-injection control (Fig. 5A). We also observed a similar trend in the signal intensity of female pronuclei in PIASy-WT-overexpressed one-cell zygotes, while the signal in male pronuclei, which is naturally low, was unaltered (Fig. S5A). To ascertain the facultative heterochromatin marker H3K27me3, we then analyzed the intensity level of H3K27me3. There was no significant difference in the signal intensity of H3K27me3 among these groups, indicating that PIASy-WT did not affect H3K27me3-related factors (Fig. 5B; Fig. S5B). Overall, these results indicate that PIASy-WT overexpression can cause an increase in H3K9me3-mediated heterochromatin formation, suggesting that SUMOylation by PIASy-WT is involved in H3K9 trimethylation-associated factors.

**Fig. 5.**
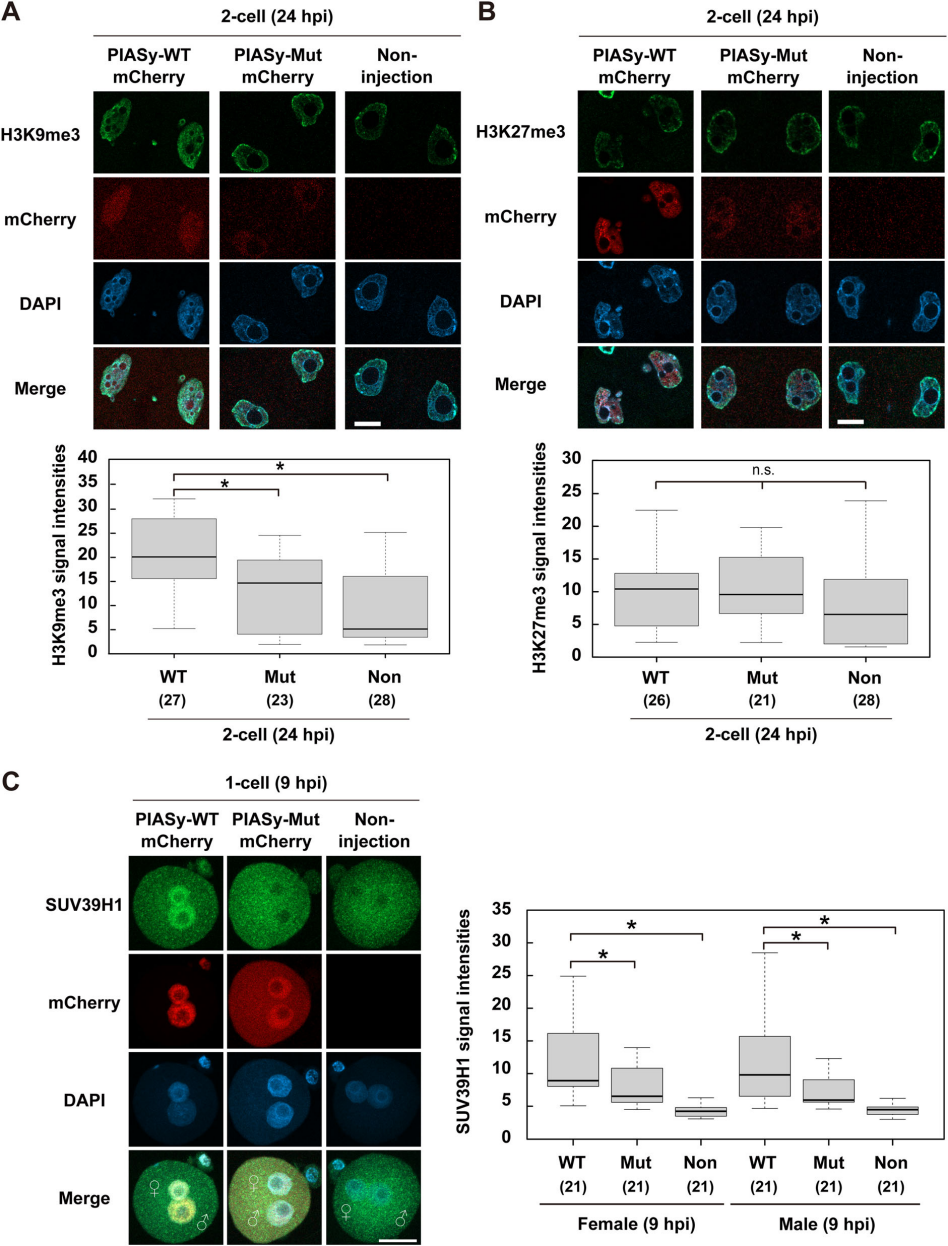
**Overexpression of PIASy affects a heterochromatin state, and endogenous SUV39H1 is translocated to pronuclei of PIASy-overexpressed zygotes.** (A,B) Immunofluorescence analysis of endogenous H3K9me3 (A) and H3K27me3 (B) in two-cell embryos at 24 hpi overexpressed with or without PIASy-WT/PIASy-Mut. Shown are representative images of embryos stained with anti-H3K9me3 or anti-H3K27me3 antibody (green). All nuclei were stained with DAPI (blue). Scale bars: 20 µm. Lower panels show the quantification of H3K9me3 and H3K27me3 intensities in nuclei of examined embryos at 24 hpi (more than 21 embryos were tested). Significant differences were analyzed with Tukey–Kramer tests (*P<0.05). n.s., non-significant. (C) Subcellular localization of endogenous SUV39H1 in one-cell zygotes at 9 hpi, overexpressed with PIASy-WT or PIASy-Mut. Shown are representative images of zygotes stained with anti-SUV39H1 antibody (green). All nuclei were stained with DAPI (blue). ♀, female pronucleus; ♂, male pronucleus. Scale bar: 50 µm. Right panel shows the quantification of SUV39H1 intensities in pronuclei of examined zygotes at 9 hpi (21 zygotes were tested). Significant differences were analyzed with Tukey–Kramer tests (*P<0.05).

We finally asked which protein is targeted by PIASy in early mouse embryos. In mammalian cells, H3K9 methyltransferase enzymes including SUV39H1 (suppressor of variegation 3-9 homolog 1), SUV39H2, and SETDB1 catalyze H3K9 trimethylation, whereas histone lysine demethylases, 4A (KDM4A) and KDM4D, promote demethylation of H3K9me3 (Dimitrova et al., 2015; Zhang et al., 2015). These ‘writers’ and ‘erasers’ for H3K9me3 are highly expressed in oocytes and two-cell embryos (Wang et al., 2018), suggesting that these factors may play a role in H3K9me3 reprogramming of early mouse embryos. To determine whether the overexpression of PIASy-WT affects such factors, we examined the localization of endogenous SUV39H1, a H3K9 methyltransferase in PIASy-WT-overexpressed embryos by immunofluorescence analysis. In PIASy-WT-overexpressed one-cell zygotes, the localization of SUV39H1 was significantly increased in both male and female pronuclei, as compared with PIASy-Mut and non-injection control (Fig. 5C). The same results were obtained in two-cell embryos (Fig. S5C). Additionally, endogenous SUV39H1 was largely co-localized with PIAS-WT in the nucleus (Fig. 5C). These results indicate that the overexpression of PIASy-WT provokes the nuclear accumulation of SUV39H1 via its SUMOylation activity, which in turn results in an increased level of H3K9me3.

## DISCUSSION

Various kinds of maternal proteins are degraded during MZT for progressing embryonic development. However, it has been unclear which maternal proteins need to be degraded for accomplishing MZT, and yet the mechanisms by which the degradation of maternal proteins drives MZT are poorly defined. Using the overexpression screening approach, here we show that the excess amount of PIASy impairs mouse pre-implantation development. PIASy is a maternal protein that is accumulated during oocyte maturation and subsequently degraded during pre-implantation development. We propose that the decay of PIASy via UPS is important for modulating the SUMOylation balance after fertilization, and the misregulation of this process may trigger errors in chromosome segregation, zygotic transcription, and chromatin reprogramming during MZT (Fig. 6). In contrast to PIASy, the other seven examined candidate proteins have little effect on early development. A large-scale proteomic analysis indicated that the expression and the destruction of maternal proteins are tightly controlled in a time-dependent manner (Gao et al., 2017). In addition, several maternal proteins are rapidly degraded after ZGA (Bebbere et al., 2016). It is therefore possible that the other tested proteins also need to be degraded for progressing development, but the phenotype is not as severe as PIASy overexpression. The variable efficiency in protein degradation could also affect the phenotype.

**Fig. 6.**
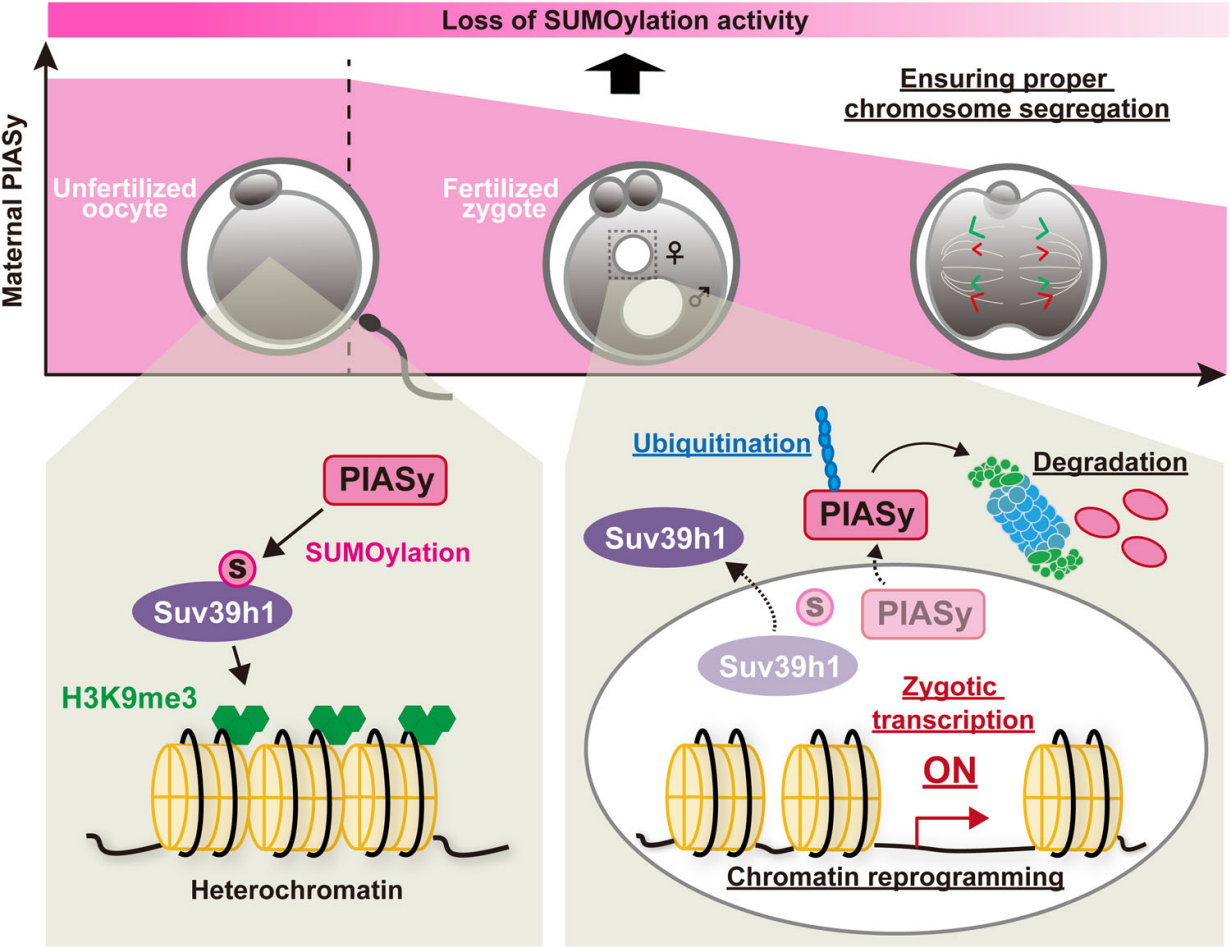
**A model of maternal PIASy-mediated regulation during maternal-to-zygotic transition.** In unfertilized mouse oocytes, maternally expressed PIASy possibly stabilizes a histone methyltransferase for H3K9me3 via the SUMOylation activity (yet it remains unclear). After fertilization, PIASy is degraded by the UPS, marked by ubiquitination. At the same time, elimination or inhibition of the SUMO ligase activity of PIASy may lead to reprogramming of H3K9me3-dependent heterochromatin, zygotic genome activation and proper chromosome segregation. The underlined events in the diagram are investigated in this study.

Our results document that maternal PIASy was expressed at least from the oocyte to eight-cell stage (Fig. 2). However, the excess accumulation of PIASy just after fertilization led to arrest of embryos at two-cell stage (Fig. 1D). These results raise the question of why the developmental arrest occurs at the two-cell stage in the overexpressed embryos although there remains endogenous maternal PIASy in two-cell embryos (Fig. 2B). We found that overexpressed PIASy-WT mainly localized in nuclei, while PIASy-Mut lacking the functional SUMO ligase activity showed both nuclear and cytoplasmic signals (Fig. 3D,E). Endogenous PIASy localized in both nuclei and the cytoplasm in early mouse embryos (Fig. 2C). Thus, these results suggest that the functional or non-functional state of PIASy exists in early mouse embryos. One of the causes of the developmental arrest at the two-cell stage may be due to the overexpression of functional PIASy, which is evident from the predominant nuclear localization pattern in PIASy-WT-expressed embryos. Ubiquitination of a target protein leads to the altered protein function or fates (Sadowski et al., 2012), and the substrates lead to degradation by 26S proteasome following mono-/poly-ubiquitination (Braten et al., 2016; Saeki, 2017). Most proteins destined for degradation are translocated into the cytoplasm (Wu et al., 2017). Indeed, maternal PIASy was mono- and poly-ubiquitinated after fertilization (Fig. 2D) and cytoplasmic PIASy was observed (Fig. 2C). Thus, these observations may explain that ubiquitination and degradation during MZT inhibit the function (i.e. E3 SUMO ligase activity) of endogenous maternal PIASy after fertilization without disturbing normal embryonic development. E3 ubiquitin ligases for ubiquitination and degradation may have a role in the above process. In somatic cells, two E3 ubiquitin ligases e.g. TRIM32 (tripartite motif containing 32) (Albor et al., 2006) and FIEL1 (fibrosis-inducing E3 ligase 1) (Lear et al., 2016) have been reported to serve as E3 ubiquitin ligases for PIASy. However, the E3 ubiquitin ligase activity towards PIASy has not been identified in oocytes and in pre-implantation embryos. It seems important to investigate whether E3 ubiquitin ligases could be an upstream regulator of maternal PIASy to understand the dynamics of endogenous PIASy as well as embryonic development.

The SUMO ligase activity of PIASy profoundly affects early embryonic development (Fig. 4H). SUMOylation is a post-translational modification and it participates in cellular processes such as transcription, nuclear transport, chromatin remodeling, DNA repair and mitosis (Flotho and Melchior, 2013). Like the ubiquitination pathways, SUMO-activating enzyme subunit SAE, conjugating enzyme UBC9, and E3 SUMO ligase cooperatively work for a conjugation of SUMO to target proteins. Further, for reversible SUMOylation, SUMO protease SENP cleaves between SUMO and the target protein (Flotho and Melchior, 2013). SUMO, UBC9 and SENP are known to be expressed in mouse oocytes till pre-implantation stage embryos, and function in oocyte maturation and early embryonic development (Ihara et al., 2008; Wang et al., 2010b). Here, we reveal that SUMO proteins are localized in the female and male pronuclei of one-cell zygotes. In the PIASy-WT-overexpressed zygotes, an increase in SUMO abundance and distinct distribution within the nucleus was concurrent with the PIASy-WT pronuclear localization, compared with those of endogenous PIASy (Figs 2C and 3D,E). Such distinct distribution as small dot-like structures of SUMO-1 or SUMO-2/3 with PIASy-WT can be related to the protein stability, controlled by SUMOylation. In fact, similar observations have been reported in the case of Pax8, which is a target protein of PIASy for regulating its stability (Cristofaro et al., 2009). It has also been shown that the fine-tuning of SUMOylation balance is essential for early development (Yamaguchi et al., 2005). Thus, the manipulation of PIASy expression after fertilization showed a significant effect on developmental events, which could be due to the altered balance of SUMO conjugation-deconjugation during MZT.

We also observed that the overexpression of PIASy led to severe abnormal chromosome segregation as analyzed by confocal images of two-cell stage embryos (Fig. 3F). It is known that PIAS proteins and SUMO-related factors are involved in the mitosis, and that PIASy has its capacity to bind to mitotic chromosomes and recruit other SUMO related-factors onto chromatin. Using *Xenopus* egg extracts, it was shown that PIASy regulates the mitotic chromosomes through SUMOylation of Topoisomerase-II and Poly(ADP-ribose) Polymerase 1, which are required for chromosome assembly and segregation for the decatenation of centromeric DNA (Azuma et al., 2005; Ryu et al., 2010a). Besides, the PIASy depletion study shows that misaligned chromosomes increase at the metaphase plate (Agostinho et al., 2008). Maternal SENP7, which is one of the SUMO proteases, is also important in mouse meiosis and pre-implantation development (Huang et al., 2017). Further, PIAS family proteins including PIASy localize at a kinetochore-like pattern at metaphase II in mouse oocytes (Ding et al., 2018). Thus, we assume that the misaligned chromosomes by an excess amount of PIASy result in abnormal chromosome segregation during the first mitosis, which subsequently causes developmental arrest.

We previously demonstrated that degradation of maternal proteins via UPS is involved in the onset of zygotic genome activation (Higuchi et al., 2018; Shin et al., 2010). The overexpression of PIASy did not affect the novel RNA synthesis in a global level. However, RNA-seq analyses revealed that overexpression of PIASy impaired proper activation of zygotic transcripts, especially major ZGA genes and MERVL family transcripts (Fig. 4). Furthermore, many of the upregulated genes were categorized as minor ZGA genes in PIASy-overexpressed two-cell embryos (Table S2). Therefore, minor ZGA still continues in PIASy-overexpressed two-cell embryos and these embryos fail to proceed to major ZGA. This type of misexpression of minor ZGA genes is similar to a previous report, in which maternal LSD1/KDM1A, a histone demethylase enzyme for H3K4me3 and H3K9me3, was depleted (Ancelin et al., 2016; Wasson et al., 2016). In good agreement with our study, maternal depletion of LSD1/KDM1A results in increased H3K9me3 in zygotes and abnormal gene expression in two-cell embryos, such as upregulated minor ZGA genes and downregulated major ZGA genes. It is also known that the activation of minor ZGA genes at the two-cell stage inhibits the induction of major ZGA (Abe et al., 2018). Altogether, it is plausible that the degradation of maternal PIASy controls the repression for minor ZGA and the subsequent activation for major ZGA through balancing its SUMOylation activity, therefore contributing to MZT by mediating a switch from the maternal to zygotic transcriptional programs.

Heterochromatin structures are reprogrammed during early embryonic development to establish totipotency. Our results revealed that the overexpression of PIASy causes an increase in the constitutive heterochromatin marker H3K9me3 in female pronuclei and two-cell nuclei, and relocalization of endogenous SUV39H1 into pronuclei (Fig. 5; Fig. S5). H3K9me3 should be re-established after fertilization (Wang et al., 2018). However, the abnormally high amount of SUV39H1, caused by overexpression of PIASy, may prevent this rebuilding process of H3K9me3-dependent heterochromatin. The re-establishment of genome structures is important for the regulation of gene expression. The failures in erasing maternal H3K9me3 in PIASy-overexpressed embryos likely result in abnormal genome structures and gene expression. This may explain the continued expression of minor ZGA genes and the unsuccessful progression to the next stage. Furthermore, facultative heterochromatin H3K27me3 was not altered in the PIASy-overexpressed two-cell embryos (Fig. 5B), suggesting that PIASy may be targeted to the specific histone modification factors. Moreover, SUV39H1 in itself promotes SUMOylation of heterochromatin protein 1α, a ‘reader’ of H3K9me3, for organizing heterochromatin formation (Maison et al., 2016). Together, SUMOylation may act as one of the modulators of chromatin reprogramming during MZT.

Our presented data support the idea that the degradation of maternal PIASy after fertilization is needed for early embryonic development. Previously described knockout mouse models of *Piasy* show no apparent developmental phenotype (Roth et al., 2004; Wong et al., 2004). This might be because PIAS1, which is another PIAS family protein, has a compensatory role and overlapping functions (Tahk et al., 2007). Thus, PIASy itself is not required for full embryogenesis, but its timely degradation may be needed for accomplishing the zygotic gene expression program and embryonic development by assisting SUMOylation pathway. Further, we speculate that the UPS-mediated maternal protein degradation is highly orchestrated to progress embryonic development, which is accompanied by balancing SUMOylation. In summary, we find a mechanistic link that connects maternal protein abundance, chromatin remodeling and zygotic transcription during MZT. Furthermore, our findings help to understand the transition of maternal or highly differentiated state to the totipotent state. Here, we observed one aspect of the particular maternal protein. Various maternal proteins support the progression of embryonic development, hence further studies are needed to fully elucidate the underlying mechanism.

## MATERIALS AND METHODS

### Animals

For the collection of oocytes and *in vitro* fertilization, all mice (*Mus musculus*, ICR strain) were purchased from Kiwa Laboratory Animals at >8 weeks of age and maintained in light-controlled, air-conditioned rooms. This study was carried out in strict accordance with the recommendations in the Guidelines of Kindai University for the Care and Use of Laboratory Animals. The protocol was approved by the Committee on the Ethics of Animal Experiments of Kindai University (Permit Number: KABT-26-002). All efforts were made to minimize the number of mice used in the study; all mice were killed by cervical dislocation, ensuring minimum suffering.

### Collection of oocytes, *in vitro* fertilization and embryo culture

For *in vitro* fertilization, spermatozoa were collected from the cauda epididymis of male mice (>8 weeks of age). The sperm suspension was incubated in human tubal fluid (HTF) medium for 1.5 h to allow for capacitation at 37°C under 5% CO_2_. Oocytes were collected from the excised oviducts of female mice (>8 weeks of age) that had been super-ovulated with pregnant mare serum gonadotropin (PMSG; Serotropin, Teikoku Zoki) followed by human chorionic gonadotropin (hCG; Puberogen, Sankyo) 48 h later. Cumulus-oocyte complexes were recovered into pre-equilibrated HTF medium. The sperm suspension was added to the oocyte cultures, and morphologically normal fertilized oocytes were collected 1.5 h after insemination. The fertilized embryos were cultured in potassium simplex optimized medium (KSOM) at 37°C under 5% CO_2_.

### Selection of candidate proteins

Candidate proteins for overexpression screening were selected from the previously published proteome dataset in mouse unfertilized oocytes at the MII stage and fertilized oocytes (Wang et al., 2010a) and narrowed down using the following databases. Mouse ubiquitinated proteins were selected from mammalian post-translational modifications resource (PhosphoSitePlus; https://www.phosphosite.org/homeAction.action). To select proteins' function as a transcriptional repressor, they were selected by Gene Ontology (GO) terms as ‘negative regulation of transcription’ using Database for Annotation, Visualization and Integrated Discovery (DAVID; https://david.ncifcrf.gov). For selection of maternally inherited proteins, expressed as maternal RNA using DBTMEE (Database of Transcriptome in Mouse Early Embryos; http://dbtmee.hgc.jp/). Selected proteins are listed in Table S1.

### Plasmid construction, *in vitro* transcription, and microinjection of synthetic mRNA

To investigate the effects of overexpressing selected maternal proteins on the development of early embryos, each mouse full-length cDNA was fused with GFP or mCherry at the N-terminal or C-terminal, respectively, and cloned into a pCS2 vector (Miyamoto et al., 2011). Each RNA amplification was performed using mMESSAGE mMACHINE SP6 Transcription Kit (Thermo Fisher Scientific) from the pCS2 vectors. Subsequently the RNA samples were polyadenylated using Poly (A) Tailing Kit (Thermo Fisher Scientific). To investigate the effect of overexpression in oocytes immediately after fertilization, each RNA (100 ng/µl) was injected into the cytoplasm of mouse fertilized oocytes from 1.5  hpi to 3 hpi, which were confirmed by extrusion of second polar body, in Chatot-Ziomek-Bavister (CZB)-Hepes medium. PIASy-C335F mutation performed by PCR mutagenesis was using the primers (Table S3). The injected zygotes showing GFP or mCherry signals at 9 hpi after microinjection were selected and then cultured to examine the effect of overexpression on subsequent embryonic development to the blastocyst stage. In these experiments, Myc-GFP mRNA (100 ng/µl) was used as a control RNA.

### Inhibitor treatment

To inhibit the activity of proteasomes in one-cell zygotes, they were cultured in KSOM medium containing 5 µM MG132 (Sigma-Aldrich; C2211). For inhibition of protein synthesis, zygotes were treated with 1 µg/ml cycloheximide (Sigma-Aldrich; C7698). Zygotes were cultured in KSOM medium in the presence of MG132 and CHX, or MG132 and 0.1% DMSO, or CHX and 0.1% DMSO from 6 hpi.

### Western blot and densitometric quantification analyses

Briefly, 15 or 30 embryos at each embryonic stage were subjected to sodium dodecyl sulfate (SDS) polyacrylamide gel electrophoresis for the detection of PIASy or ubiquitinated proteins. The protein extracts were resolved in 7.5 or 10% running gel and electrophoretically transferred to polyvinylidene difluoride (PVDF) membranes (GE Healthcare). The membranes were incubated in Block Ace (Dainippon Sumitomo Pharma) at room temperature (RT) for 1 h. They were washed with phosphate-buffered saline containing 0.2% Tween 20 (PBST), and incubated at 4°C overnight with anti-PIASy antibody (Sigma-Aldrich; SAB4502145), anti-HA antibody (Sigma-Aldrich; H9658), anti-GFP antibody (Novus Biologicals; NB600-597), or anti-Actin antibody (Sigma-Aldrich; A5441) as a loading control. The membranes were washed in PBST, incubated with donkey anti-rabbit IgG horseradish peroxidase (HRP) conjugate (Millipore; AP182P) for anti-PIASy or donkey anti-mouse IgG HRP conjugate (Millipore; AP192P) for anti-HA, anti-GFP, and anti-Actin at RT for 1 h, washed again with PBST, and developed using ECL Prime Western Blotting detection reagent (GE Healthcare). At least three independent experiments were performed for each group. The membranes were imaged with an Odyssey Fc imaging system (LI-COR Biosciences). Antibodies used in this study and dilution factors are listed in Table S4. Densitometric quantification analysis of the immunoblot bands was performed using an Image Studio Lite version 5.0.21 (LI-COR Biosciences).

### TUBE pulldown assay

We collected 200 each of MII oocytes and one-cell zygotes and lysed (on ice) in lysis buffer (100 mM Tris, pH 8.0, 0.15 M NaCl, 5 mM EDTA, 1% NP-40, 0.5% Triton X-100) supplemented with a protease inhibitor cocktail (Roche), PhosSTOP (Roche), 200 µM PMSF, 2 mM 1, 10-phenanthroline, 5 mM N-Ethylmaleimide, 50 µM PR-619 (LifeSensors), and 5 µM anti-M1 TUBE (Tandem Ubiquitin Binding Entities, LifeSensors; UM606). The lysate was diluted fivefold by adding reaction buffer (the above lysis buffer excludes NP-40 and Triton X-100). After 2 h incubation on ice, the supernatant was incubated with anti-FLAG M2 affinity Gel (Sigma-Aldrich; A2220) at 4°C overnight with rotation. The beads were washed with ice-cold wash buffer (100 mM Tris, pH 8.0, 0.15 M NaCl, 5 mM EDTA, 0.05% NP-40) six times and eluted into SDS-sample buffer by boiling for 5 min. For detection of PIASy and poly- and mono-ubiquitinated protein, anti-PIASy and anti-ubiquitin (FK2) antibody (Enzo Life Sciences; BML-PW8810) were used (Table S4).

### Immunofluorescence analysis and microscopy

Subcellular localizations of PIASy, SUMO-1, SUMO-2/3, H3K9me3, H3K27me3, and SUV39H1 were determined by immunofluorescence analysis of early embryos. Embryos were fixed in 4% paraformaldehyde (Nacalai Tesque) in PBS for 15 min at RT, and the fixed samples were then incubated in PBS containing 0.5% Triton X-100 (Nacalai Tesque) at RT for 20 min. For testing PIASy, SUMO-1, SUMO-2/3, and SUV39H1, fixed samples were treated with acid Tyrode's solution (Sigma-Aldrich; T1788) to remove the zona pellucida before permeabilization. They were then incubated with anti-PIASy (Sigma-Aldrich; SAB4502145), monoclonal antibodies SUMO-1 (21C7) (Thermo Fisher Scientific; 33-2400), SUMO-2/3 (8A2) (Abcam; ab81371), anti-H3K9me3 (Abcam; ab8898), anti-H3K27me3 (Active Motif; 39157), and anti-SUV39H1 (Cell Signaling Technology; 8729) in PBS containing 30 mg/ml bovine serum albumin at 4°C overnight. Thereafter, the embryos were incubated with Alexa Fluor 488-labeled goat anti-mouse IgG antibody (Invitrogen; A-11001) for anti-SUMO-1 and SUMO-2/3, and with Alexa Fluor 488-labeled goat anti-rabbit IgG antibody (Invitrogen; A-11008) for anti-PIASy, anti-H3K9me3, anti-H3K27me3, and anti-SUV39H1 antibody, all at RT for 1 h. Specimens were mounted on glass slides in VECTASHIELD mounting medium (Vector Laboratories) containing 3 µg/ml 4′, 6-diamidino-2-phenylindole (DAPI) (Invitrogen; D1306). Finally, the slides were imaged using an LSM800 confocal laser scanning microscope (Zeiss) equipped with an oil objective lens (40×objective). All experiments were performed at least in triplicates. Fluorescence intensities were quantified using ImageJ software (National Institutes of Health) after background subtraction. Antibodies used in this study and dilution factors are listed in Table S4.

### Global transcription assay by EU incorporation

The procedures were performed using a commercial kit (Click-iT RNA Alexa Fluor 488 Imaging Kit, Life Technologies; C10329) as described by the manufacturer. In brief, following microinjection of synthetic mRNA, two-cell embryos were cultured in the presence of 2 mM 5-ethynyl uridine (EU) at 37°C from 26 hpi for 2 h. Embryos were fixed in 4% paraformaldehyde and permeabilized with 0.5% Triton X-100 in PBS at RT for 20 min. Click-iT reaction cocktail was added for incubation at RT for 30 min. Specimens were mounted on glass slides in VECTASHIELD mounting medium containing 3 µg/ml DAPI. At least three independent experiments were performed for each group.

### RT-qPCR analyses

Total RNA was extracted from eight oocytes and embryos from each stage, using PicoPure RNA Isolation Kit (Life Technologies; KIT0204) according to the manufacturer's protocol. cDNA was synthesized from total RNA using Superscript III RT First-Strand Synthesis system (Life Technologies; 18080051), and prepared cDNA samples were amplified and analyzed by RT-qPCR. Amplified products were run in a 7300 ABI Prism Sequence Detector (Applied Biosystems). For absolute quantification of *Piasy* transcripts, plasmid containing *Piasy* cDNA was used as the standard. The primers used are described in Table S3. At least three independent experiments were performed for each group.

### Library preparation for RNA-seq analysis

Five two-cell embryos at 28 hpi after the removal of zona pellucida were subjected to RNA purification and cDNA amplification using SMART-Seq v4 Ultra Low Input RNA Kit for Sequencing (Takara Bio) according to the manufacturer's instructions. At the cell lysis step, 1 µl of ERCC (External RNA Controls Consortium) RNA Spike-In Control Mixes (1:40,000 dilution) (Thermo Fisher Scientific) were added to each of the tubes. The cDNA was amplified with 11 cycles of PCR. For making a library for sequencing, Nextera XT DNA Library Preparation kit (Illumina) was used and 13 cycles of final PCR amplification were done. The obtained library was quality-checked by Bioanalyzer and quantified using Qubit.

### Sequencing data filtering and RNA-seq analysis

Paired-end 50 and 25 bp sequencing was carried out using the Illumina Hiseq2000 system (Illumina). FASTQ files from Illumina sequencing were filtered for low quality reads (<Q20), and low quality bases were trimmed from the ends of the reads (<Q20). Adapters were removed from raw Illumina reads using trim_galore (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/). Reads were then mapped to the mouse reference genome (mm10) using STAR (Dobin et al., 2013). For the uniquely mapped reads, featureCounts counted and calculated the expression of each gene using fragments per kilo-base of transcript per million mapped (FPKM) fragments value (Liao et al., 2014). Additionally, to remove and identify reads mapped to repeat sequences we used dataset from the UCSC Table browser. Differential expression analysis was performed using the DESeq2 (Love et al., 2014). Heat map and cluster analysis were conducted by the TCC (cluster analysis: based on the unweighted Pair Group Method with Arithmetic mean). Hypergeometric tests were performed to compare the common genes between downregulated DEGs in PIASy-WT-overexpressed embryos and the major ZGA gene list or between downregulated DEGs in PIASy-WT-overexpressed embryos and the two-cell transient gene list; the major ZGA gene and two-cell transient gene lists were obtained from DBTMEE. RNA-seq read alignments were visualized by the Integrative Genomics Viewer (IGV, version 2.3.97; Broad Institute).

### Statistical analysis

For statistical analysis, we used StatView version 5.0 (SAS Institute) and Microsoft Excel, and performed analysis of variance (ANOVA) with an α level of 0.05 to determine statistically significant differences between the means of groups. The number of biological replicates is shown as *n*. We tested the difference in the developmental rate between the experimental and control group using an unpaired *t*-test. For the comparison of the expression profile of Piasy mRNA and protein, the expression level of MERVL mRNA, the developmental rate, and the signal intensity among three experimental groups, the means were compared with a Tukey–Kramer test. Box plot graphs were generated using the BoxPlotR tool (http://shiny.chemgrid.org/boxplotr/).

## Supplementary Material

Supplementary information

# Supplementary material for: Perturbation of maternal PIASy abundance disrupts zygotic genome activation and embryonic development via SUMOylation pathway
**Source:** Biol Open. 2019 Oct 22;8(10):bio048652. doi: 10.1242/bio.048652
**Supplement:** Supplementary information

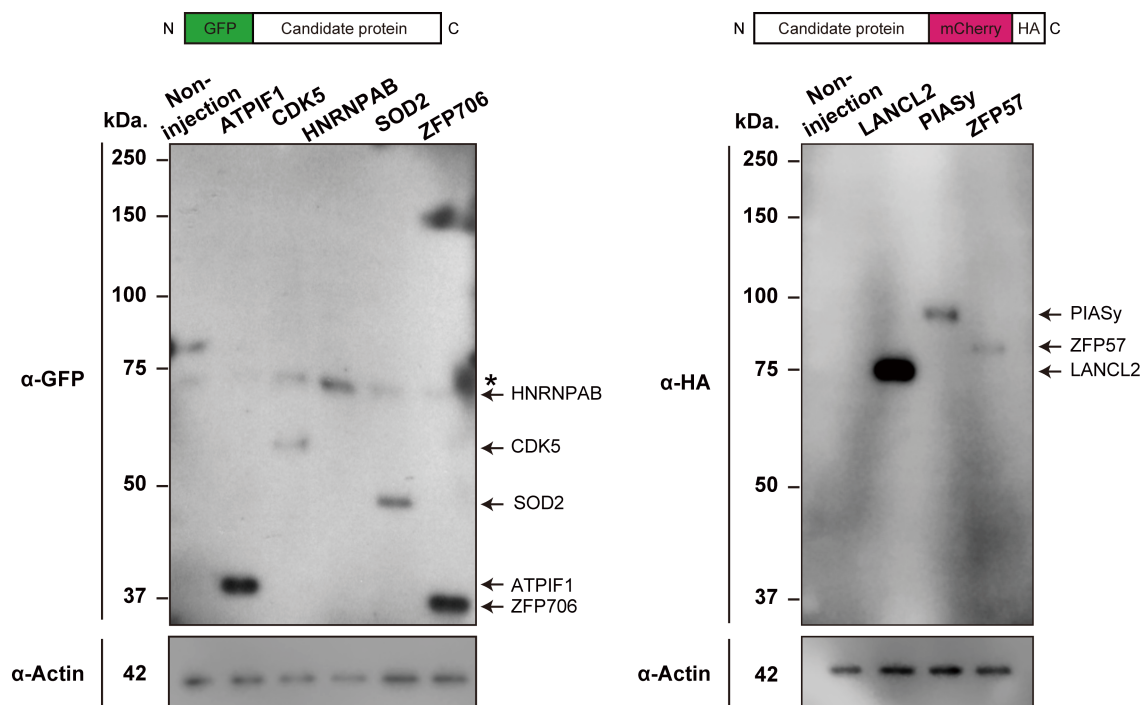

**Figure S1. Exogenous expression of candidate proteins by mRNA injection in mouse embryos. Related to Figure 1.**

Overexpression of GFP- or mCherry-HA-tagged candidate proteins was detected by Western blotting using anti-GFP antibody (left panel) or anti-HA antibody (right panel). Total proteins from 15 embryos were loaded in each lane. Actin was used as a loading control. Molecular masses (kDa) are shown on the left. \* Asterisk indicates a non-specific band.

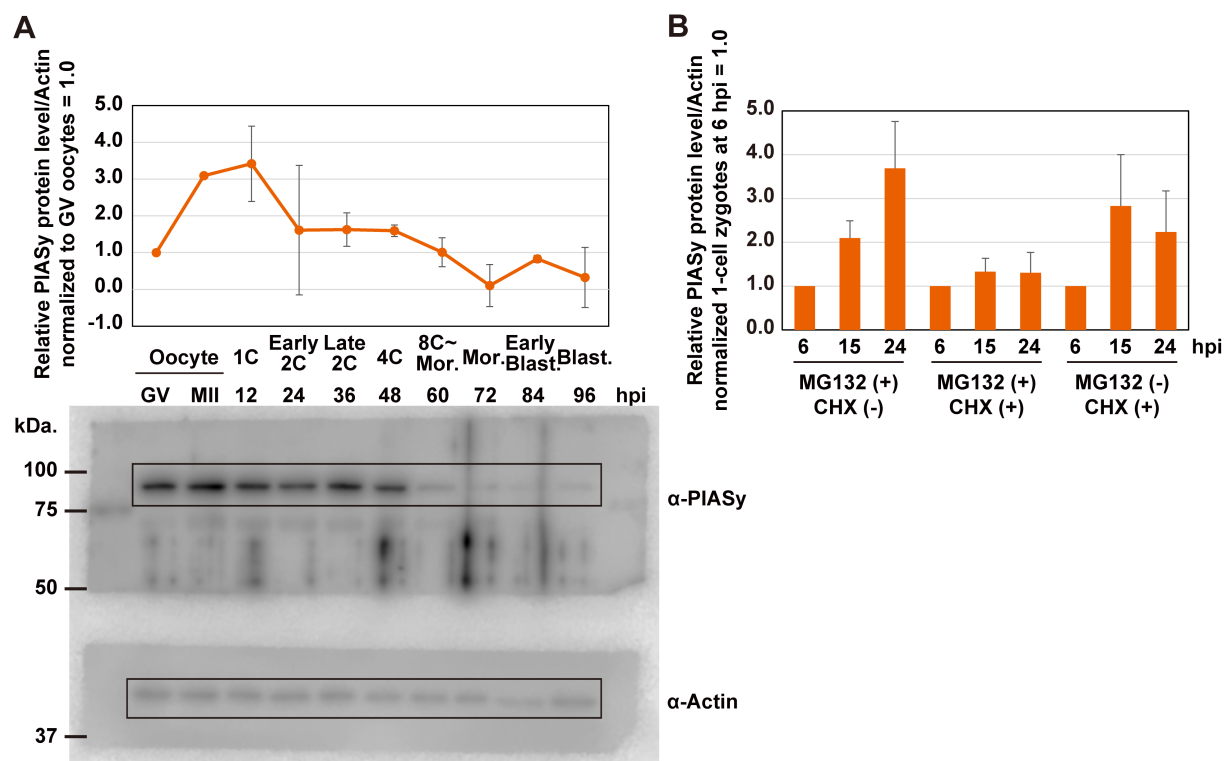

**Figure S2. PIASy is expressed in early mouse embryos and degraded by proteasome. Related to Figure 2.**

(A) Densitometric quantification analysis of immunoblot bands of endogenous PIASy in Figure 2B. Data represent mean $\pm$ s.e.m. The lower panel shows uncropped images for Figure 2B. (B) Densitometric quantification analysis of immunoblot bands of PIASy in Figure 2E. Mean $\pm$ s.e.m is shown.

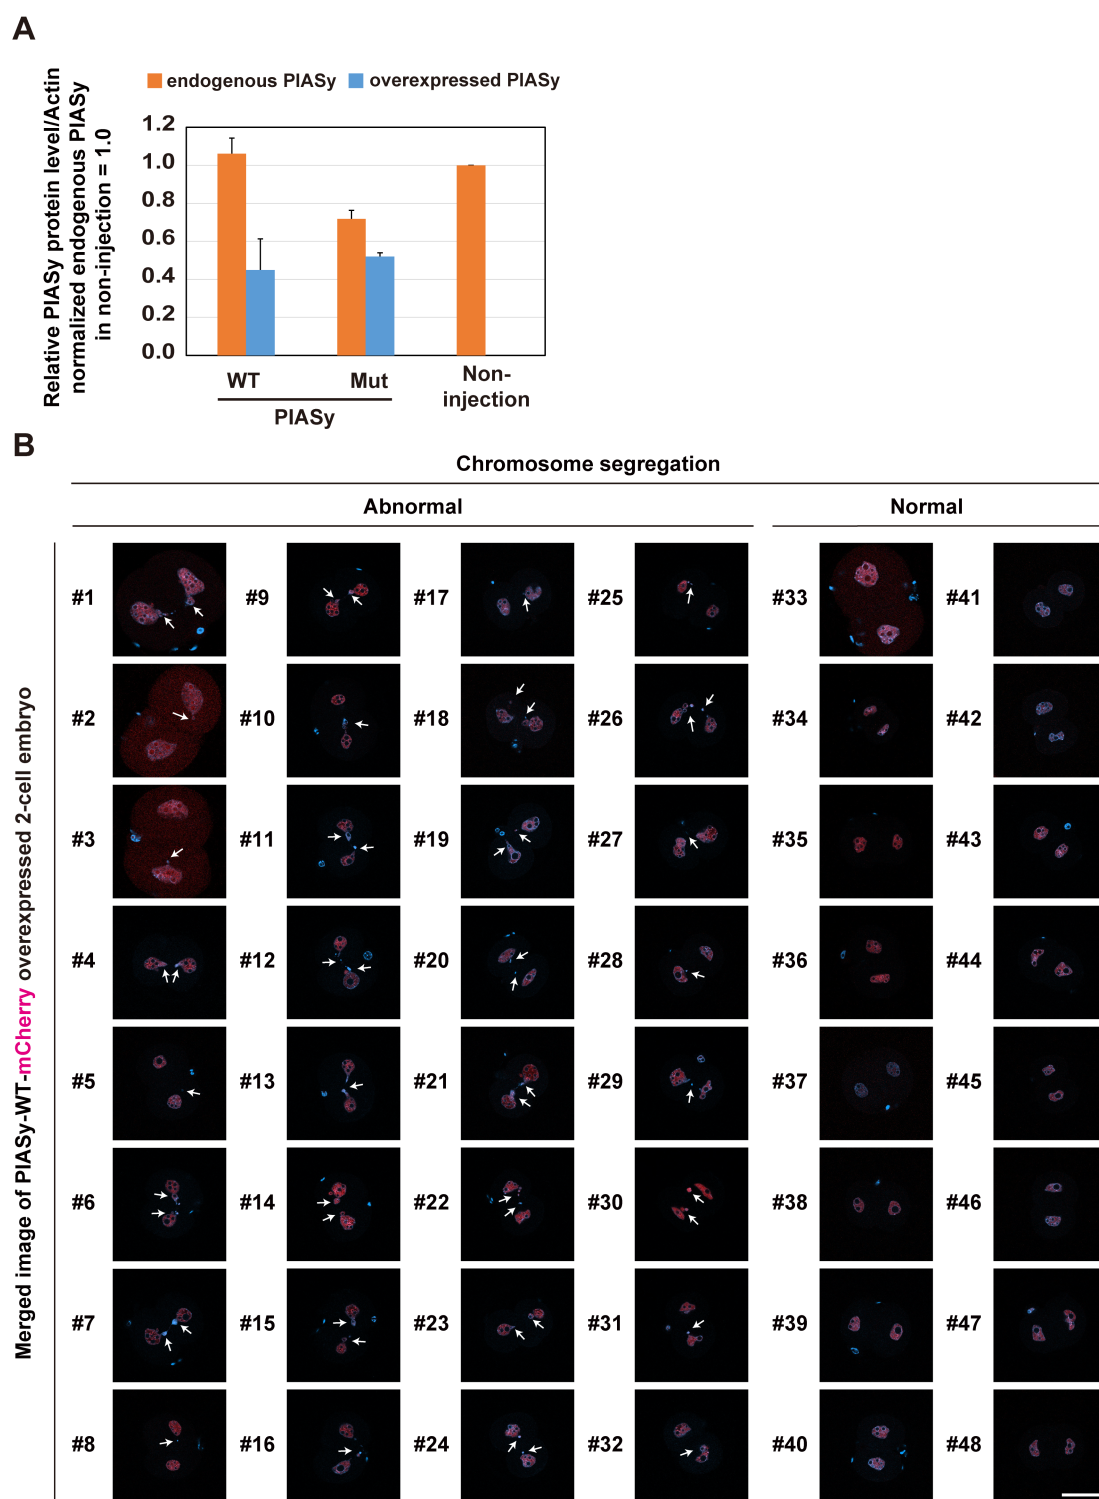

**Figure S3. The effect of PIASy overexpression on chromosome segregation. Related to Figure 3.**

(A) Densitometric quantification analysis of immunoblot bands of PIASy in Figure 3C. Mean+s.e.m is shown.

The data were acquired in duplicates for each sample. Endogenous PIASy (80 kDa; orange bars), overexpressed PIASy (100 kDa; blue bars). (B) Shown are merged images of mCherry (red) and DAPI (blue) in PIASy-WT-overexpressed 2-cell embryo (n=48). Many of embryos indicate abnormal chromosome

segregation such as micronuclei and lagging chromosome. Embryos with abnormal chromosome segregation are labelled as Abnormal, while normal embryos are as Normal. Scale bar: 50  $\mu$ m. Arrows indicate DNA fragments.

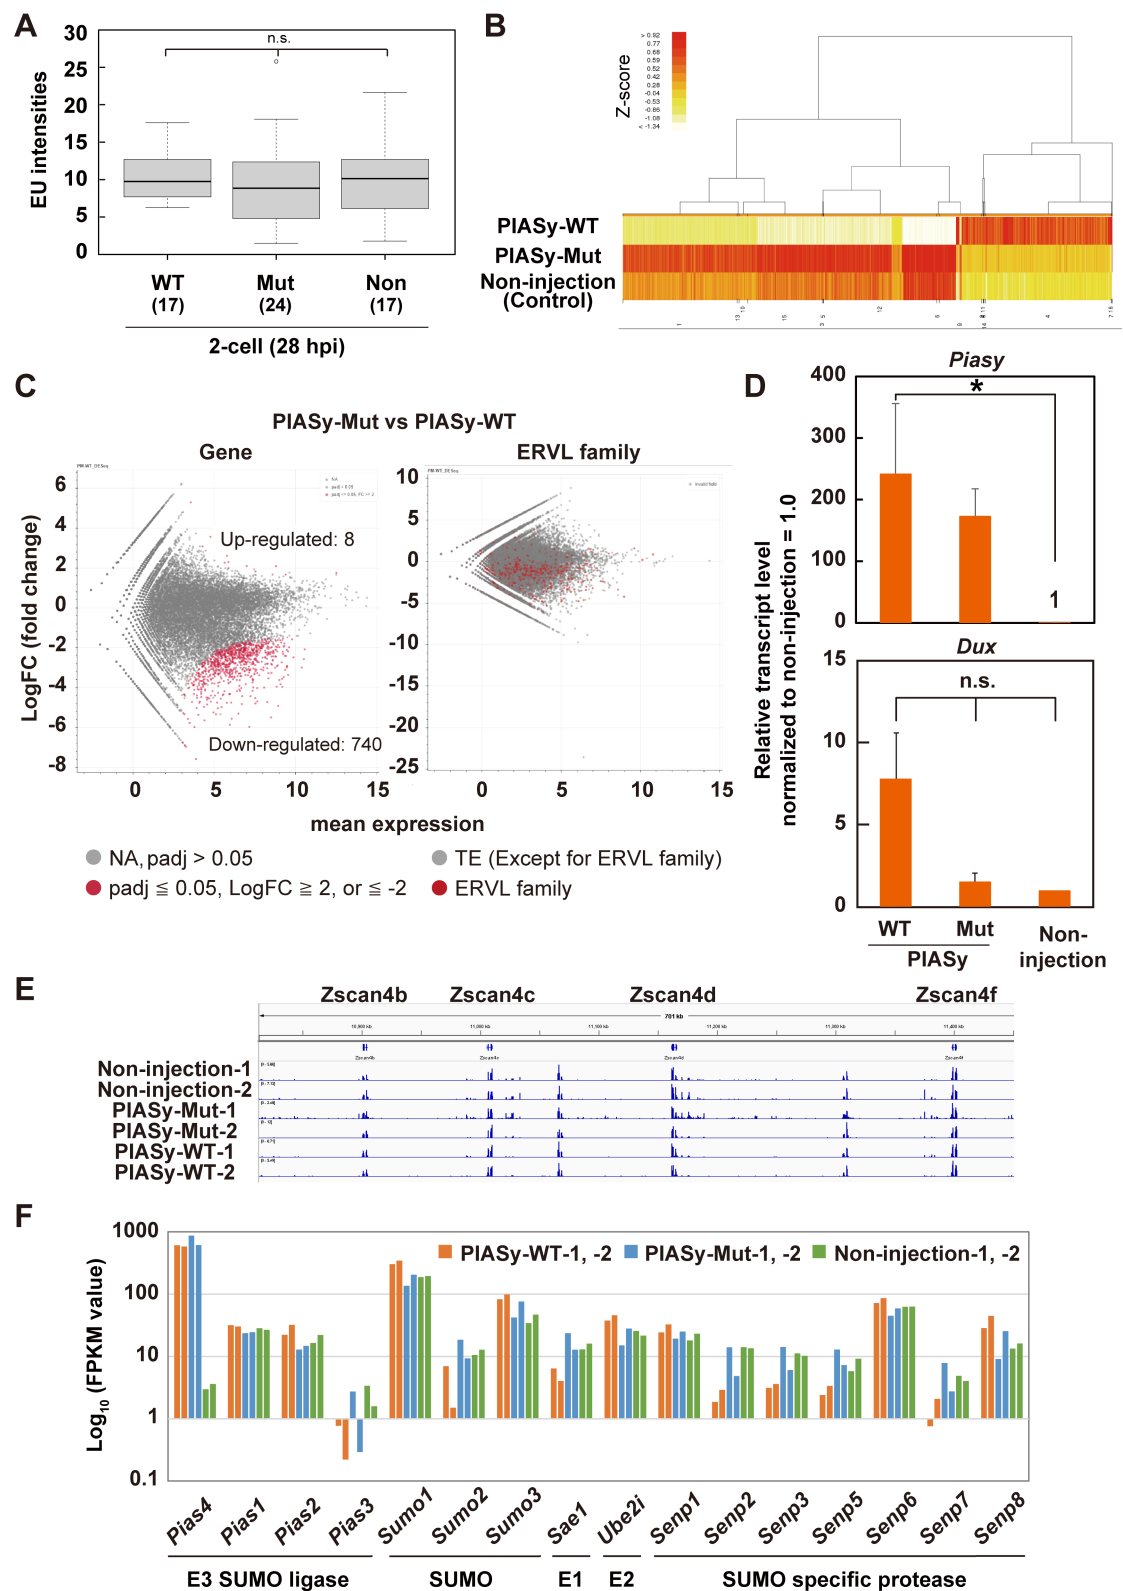

**Figure S4. Effects of overexpressing PIASy on zygotic genome activation and SUMO related genes. Related to Figure 4.**

(A) Quantification of EU intensities in nuclei of examined embryos at 28 hpi (more than 17 embryos were

tested). Significant differences were analyzed with Tukey-Kramer tests. n.s., non-significant. (B) Heat map showing hierarchical clustering for genes with  $\text{padj} \leq 0.05$  in at least one pair-wise comparison. (C) MA plot displaying differentially expressed genes (left panel) and ERVL family retrotransposons (right panel) in PIASy-Mut versus PIASy-WT embryos. DE genes with adjusted  $\text{padj} \leq 0.05$  and  $\log \text{FC} \geq 2$ , or  $\leq -2$  are highlighted in red.  $\text{padj} > 0.05$  are highlighted in gray. ERVL family retrotransposons are highlighted in red, while the other retrotransposons are in gray. (D) The upper graph shows *Piasy* mRNA levels in PIASy-WT-overexpressed, PIASy-Mut-overexpressed, and non-injected control 2-cell embryos at 28 hpi using the same samples as Figure 4G. The lower graph shows the *Dux* mRNA levels in PIASy-WT-overexpressed, PIASy-Mut-overexpressed, and non-injected 2-cell embryos at 28 hpi. The expression levels of non-injected embryos were defined as 1. Significant differences were analyzed with Tukey-Kramer tests (\*  $P < 0.05$ ). Data represent  $\text{mean} \pm \text{s.e.m.}$  n.s., non-significant. (E) Track images of RNA-seq reads at the *Zscan4* cluster in PIASy-WT-overexpressed, PIASy-Mut-overexpressed, and non-injected embryos. (F) The expression levels of SUMO-related transcripts in PIASy-WT-overexpressed, PIASy-Mut-overexpressed, and non-injected embryos. The graph shows  $\log_{10}$  (FPKM value) of PIASy-WT-1, -2 (orange), PIASy-Mut-1, -2 (blue), and non-injection (green).

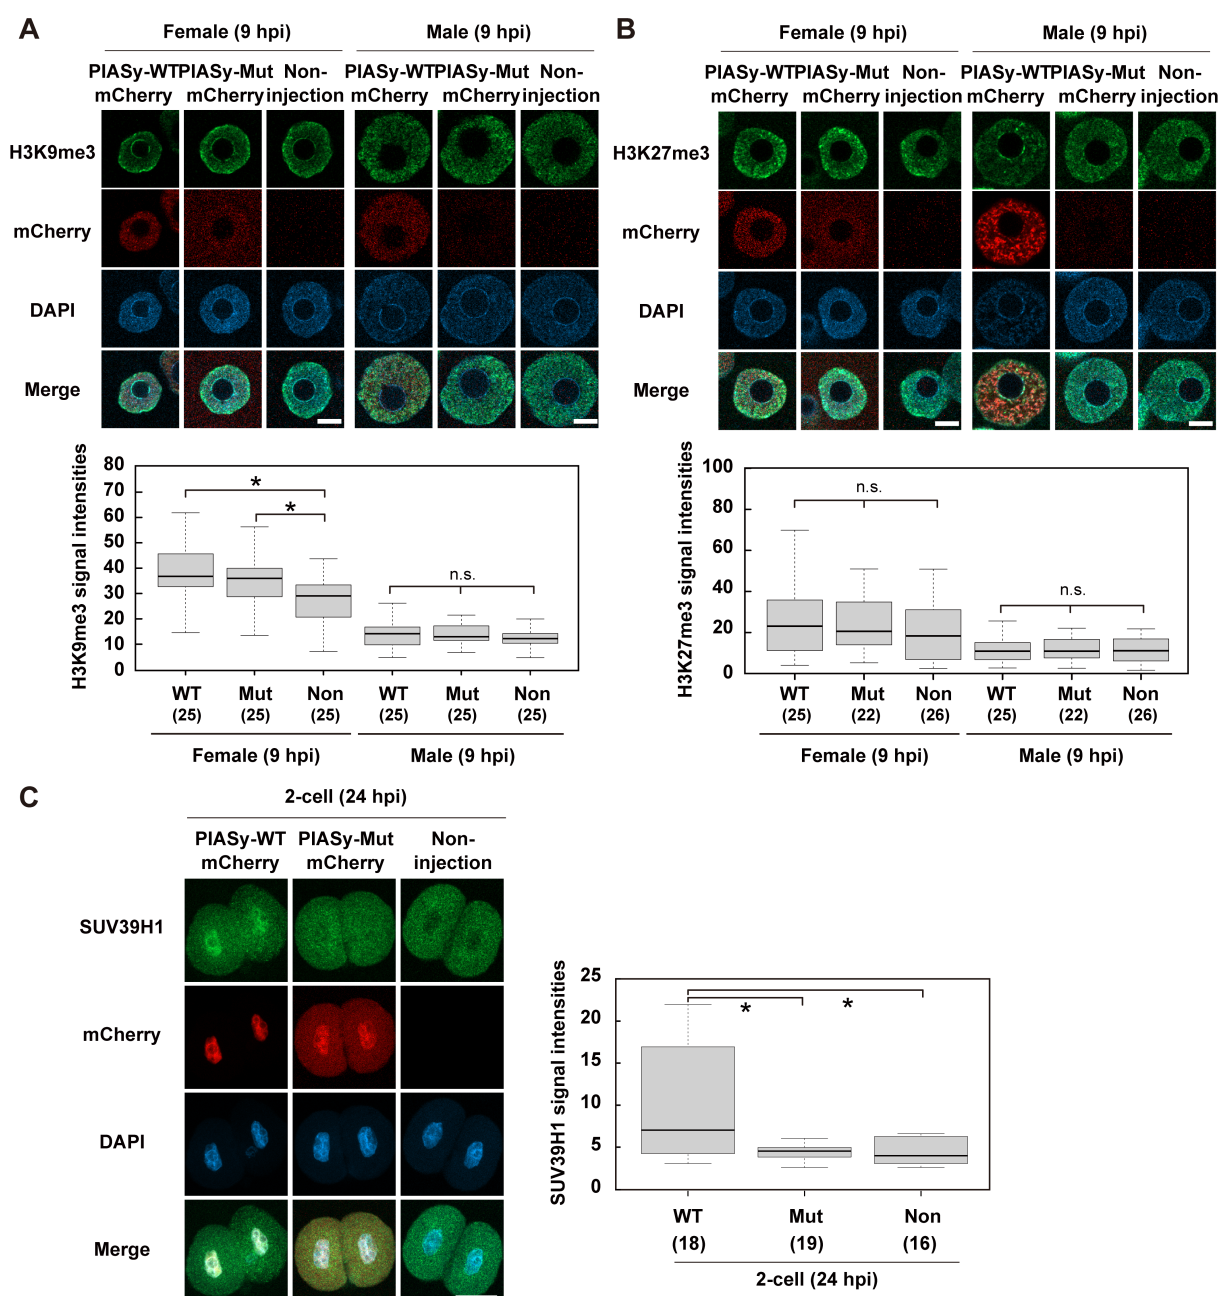

**Figure S5. PIASy-WT overexpression causes increased H3K9me3. Related to Figure 5.**

(A, B) Immunofluorescence analysis of endogenous H3K9me3 (A) and H3K27me3 (B) in 1-cell zygotes at 9 hpi after overexpression of PIASy-WT or PIASy-Mut. Shown are representative images of female or male pronuclei stained with anti-H3K9me3 antibody or anti-H3K27me3 antibody (green). Non-injected embryos were used as control. All nuclei were stained with DAPI (blue). Scale bars: 10  $\mu$ m. Lower panels show the quantification of H3K9me3 and H3K27me3 intensities in pronuclei of examined zygotes at 9 hpi (more than 22 zygotes were tested). Significant differences were analyzed with Tukey-Kramer tests (\*  $P < 0.05$ ). n.s., non-significant. (C) Subcellular localization of endogenous SUV39H1 in 2-cell embryos at 24 hpi,

overexpressed with PIASy-WT or PIASy-Mut. Shown are representative images of embryos stained with anti-SUV39H1 antibody (green). All nuclei were stained with DAPI (blue). Scale bars: 50  $\mu$ m. The right panel shows the quantification of SUV39H1 intensities in nuclei of examined embryos at 24 hpi (more than 16 embryos were tested). Significant differences were analyzed with Tukey-Kramer tests (\*  $P < 0.05$ ).

## Supplementary Tables

**Table S1. 490 candidate proteins (bold and orange characters represent candidate proteins used in this study).**

The list of candidate maternal proteins, which are degraded by the UPS during MZT and can contribute to zygotic transcription and normal development. The criteria for selecting the listed proteins are described in the relevant part in the manuscript.

[Click here to Download Table S1](#)

| Table S2. Upregulated (non-injection vs PIASy-WT: 339, PIASy-Mut vs PIASy-WT: 13) or downregulated genes (non-injection vs PIASy-WT: 734, PIASy-Mut vs PIASy-WT: 868) in PIASy-WT-overexpressed embryos were categorized based on the cluster genes in DBTMEE. |                           |            |                              |            |                           |            |                              |            |
|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------|------------|------------------------------|------------|---------------------------|------------|------------------------------|------------|
| Cluster                                                                                                                                                                                                                                                        | Non-injection vs PIASy-WT |            |                              |            | PIASy-Mut vs PIASy-WT     |            |                              |            |
|                                                                                                                                                                                                                                                                | Up (padj<=0.05, logFC>=1) |            | Down (padj<=0.05, logFC<=-1) |            | Up (padj<=0.05, logFC>=1) |            | Down (padj<=0.05, logFC<=-1) |            |
|                                                                                                                                                                                                                                                                | Number of genes           | % of genes | Number of genes              | % of genes | Number of genes           | % of genes | Number of genes              | % of genes |
| maternal RNA                                                                                                                                                                                                                                                   | 49                        | 47.1       | 11                           | 4.2        | 1                         | 25.0       | 20                           | 6.6        |
| minor ZGA                                                                                                                                                                                                                                                      | 54                        | 51.9       | 8                            | 3.0        | 3                         | 75.0       | 7                            | 2.3        |
| 1C transient                                                                                                                                                                                                                                                   | 1                         | 0.9        | 2                            | 0.8        | 0                         | 0.0        | 1                            | 0.3        |
| major ZGA                                                                                                                                                                                                                                                      | 0                         | 0.0        | 117                          | 44.2       | 0                         | 0.0        | 127                          | 41.6       |
| 2C transient                                                                                                                                                                                                                                                   | 0                         | 0.0        | 43                           | 16.2       | 0                         | 0.0        | 49                           | 16.1       |
| MGA                                                                                                                                                                                                                                                            | 0                         | 0.0        | 84                           | 31.7       | 0                         | 0.0        | 101                          | 33.1       |
| Total                                                                                                                                                                                                                                                          | 104                       |            | 265                          |            | 4                         |            | 305                          |            |

**Table S3. Plasmid and RT-qPCR primers used in this study.**

| Gene              | Forward (5' to 3')           | Reverse (5' to 3')        | Application |
|-------------------|------------------------------|---------------------------|-------------|
| Atpif1            | CACCGCAGGCTCGGCGTTGGCAGTTCG  | TCAATGATTATTCTTTAGTTG     | Cloning     |
| Cdk5              | CACCCAGAAATACGAGAAACTGGAG    | CTATGGGGGACAGAAGTCAG      | Cloning     |
| Hnrnpab           | CACCTCGGACGCGGCTGAGGAGCAGC   | TCAGTATGGCTTGTAGTTATTCTG  | Cloning     |
| Lancel2           | CACCATGGGCGAGACCATGTCAAAGAG  | ATCCTTCTGCAAAAAGCCAAGTTC  | Cloning     |
| Piasy             | CACCATGGCGGCAGAGCTGGTGGAGG   | GCACGCGGGCACCAGGCCTTTC    | Cloning     |
| Sod2              | CACCTTGTGTCGGGCGGCGTGC       | TCACTTCTTGCAAGCTGTG       | Cloning     |
| Zfp57             | CACCATGGCAGCTAGGAAACAGTCTTCC | GTCCGAATCTTCTTCTGTACAGG   | Cloning     |
| Zfp706            | CACCGCTCGTGGACAGCAGAAGATTC   | TTATGCCTGAACATCAGC        | Cloning     |
| Piasy-C335F (Mut) | CGTGCAGAGACCTTCGCACACCTGC    | GCAGGTGTGCGAAGGTCTCTGCACG | Mutagenesis |
| Piasy             | TCGCTGTGAAGGTCAACCAC         | AGGGATAGTAGCCCGGCACT      | RT-qPCR     |
| MERVL             | TGCTGCGTGAGACTGAGTAATTGG     | TCGCAGCTGTGAATGGAAGT      | RT-qPCR     |
| Dux               | CATGCCTCAAAGAGGTCCATC        | TCTCAAAGGCTTGCCCTAGGA     | RT-qPCR     |

**Table S4. Antibodies used in this study.**

| Antibody name                                                 | Company            | Catalog No. | Working dilution |         |
|---------------------------------------------------------------|--------------------|-------------|------------------|---------|
|                                                               |                    |             | WB               | IF      |
| anti-PIASy antibody                                           | Sigma-aldrich      | SAB4502145  | 1:1,000          | 1:500   |
| anti-HA antibody                                              | Sigma-aldrich      | H9658       | 1:2,500          |         |
| anti-GFP (9F9.F9) antibody                                    | Novus Biologicals  | NB600-597   | 1:3,000          |         |
| anti-Actin antibody                                           | Sigma-aldrich      | A5441       | 1:20,000         |         |
| anti-Ub (FK2) antibody                                        | Enzo Life Sciences | BML-PW8810  | 1:1,000          |         |
| anti-SUMO-1 (21C7) antibody                                   | Thermo Fisher      | 33-2400     |                  | 1:500   |
| anti-SUMO-2/3 (8A2) antibody                                  | abcam              | ab81371     |                  | 1:2,000 |
| anti-H3K9me3 antibody                                         | abcam              | ab8898      |                  | 1:5,000 |
| anti-H3K27me3 antibody                                        | active motif       | 39157       |                  | 1:1,500 |
| anti-SUV39H1 (D11B6) antibody                                 | Cell Signaling     | 8729        |                  | 1:500   |
| Donkey anti-rabbit IgG horseradish peroxidase (HRP) conjugate | Millipore          | AP182P      | 1:50,000         |         |
| Donkey anti-moue IgG HRP conjugate                            | Millipore          | AP192P      | 1:50,000         |         |
| Alexa Fluor 488-labeled goat anti-mouse IgG antibody          | Invitrogen         | A-11001     |                  | 1:2,000 |
| Alexa Fluor 488-labeled goat anti-rabbit IgG antibody         | Invitrogen         | A-11008     |                  | 1:2,000 |

How the deposited data were processed for this re-analysis (not part of the article)

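RNA-seq was performed on two-cell embryos at 28 hpi in 3 groups, non-injection, PIASy-Mut and PIASy-WT, with 2 libraries per group and 5 embryos per library. All 6 libraries were mapped to their group and replicate number by the sample labels and the text of the paper. The authors trimmed reads and bases below Q20, removed adapters with trim_galore, aligned the reads to mm10 with STAR and counted uniquely mapped reads per gene with featureCounts. The authors deposited 1 table of FPKM values for 53023 genes and 6 libraries, with the Ensembl identifier, position, length and type of each gene. The annotation release and whether counting used the strand are not named in the text of the paper, so overlapping and antisense genes are described as uncertain. Spike-in RNA was added by the authors at lysis, and the table has 0 spike-in entries, so levels here are shares of each library and total RNA per embryo was not compared. Repeat elements, the DBTMEE lists, the RT-qPCR and the imaging data were not analysed here.

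The values were read as deposited. Multiplied by gene length, FPKM summed to the same total in every library. Divided by the value of 1 fragment in each library, these products were whole numbers for 100% of the values above 0. The depth of each library was taken from this. The median depth was 1247390.5 fragments in non-injection, 951934.5 in PIASy-Mut and 1237416 in PIASy-WT. A group with at most 3 fragments in each library was treated as being at the limit of detection, and a fold against such a group was computed against the FPKM of 3 fragments and given as a lower bound. Fold changes are differences of log2(FPKM + 1), and this pseudocount of 1 understates the change of genes with a low FPKM. On short genes a few fragments give a high FPKM, so their fold changes are large and uncertain.

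Groups were compared with limma 3.58.1 in R 4.3.3. The functions lmFit and eBayes with a mean-variance trend were run on all 6 libraries without a block, over the 16100 genes with an FPKM of at least 1 in at least 2 libraries. The fit had 3 residual and 3.12 prior degrees of freedom. P-values were adjusted by the Benjamini-Hochberg method. A gene was called at an adjusted P of at most 0.05 and a log2 fold change of at least 2 in size, and also at a log2 fold change of at least 1. The authors used DESeq2 on their counts. The deposited values are FPKM, and the test planned for a table of counts was not run here. Fragments recovered from FPKM were tested only with voom, in settings chosen after seeing the data. Genes were named by a rule set before the data were examined. It named every gene the paper names for these libraries, and the 6 most negative and 4 most positive genes by the mean of both fold changes of PIASy-WT among those called in both comparisons with both PIASy-WT libraries below or above all 4 others, leaving out Pias4. Some SUMO pathway genes of the planned list are not reported here, so the SUMO pathway counts given are over the reported genes, chosen after the data were seen, and the adjustment over that list alone was left out. Genes named outside this rule are marked as added after their values were seen.

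Clustering used average linkage on 1 minus the Spearman correlation. The link between the comparisons that share the PIASy-WT libraries was measured in 100 simulations of unchanged groups. Deviations were drawn independently for each gene, without deviations shared across a library. Gene lists were written from general knowledge before the data were examined and tested with camera at a preset correlation of 0.01. They were oocyte-expressed, two-cell-like state, nucleolar, p53 target, cumulus cell, ribosomal protein, proteasome subunit and mitochondrially encoded protein genes. Medians of lists were set beside 10000 random lists matched on mean expression. GC content was computed from the GENCODE M21 transcripts for 52918 of the 53023 genes. Sequence sharing is the percent of a gene's 50-base sequences also present in another gene. Position was checked with genes within 50 kb. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

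The procedure was tested on simulated data with the depths and mean levels of the 6 libraries and a dispersion of 0.0449. With 200 genes changed by 3 on the log2 scale in PIASy-WT, 83.5% were called against non-injection and 85.5% against PIASy-Mut out of 15910 genes tested. Genes called without a simulated change numbered 41 (19.7% of calls) and 43 (20.1% of calls), and 19 in PIASy-Mut against non-injection. All of these had a mean of under 10 fragments per library, so calls on such genes are less certain than the adjusted P states. With no gene changed, 2, 5 and 0 genes were called out of 16043. The alternatives tried were other pseudocounts, filters, scalings and eBayes settings, a fit on the groups compared only, a replicate block, leaving out each library, other list tests and other clustering settings, and 3 settings on recovered fragments that were added after seeing the data.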

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

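The tests on shared sequence and on overlapping genes were set up before their outcome was seen, and the count over other splits of the libraries was chosen only after the result was seen.

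Ighg2b (ENSMUSG00000076613.4), an immunoglobulin constant region gene on the minus strand of chromosome 12 of mm10 from 113302965 to 113307933, was higher in all 4 injected libraries than in the non-injection libraries. The paper does not report it. It had 25 and 18 fragments in non-injection, 113 and 109 in PIASy-Mut and 154 and 147 in PIASy-WT. Relative to the depth of each library, the lowest injected library was 5.973 times the higher non-injection library. The log2 fold change was 2.66 in PIASy-WT against non-injection (adjusted P=0.0224 by limma) and 2.60 in PIASy-Mut against non-injection (adjusted P=0.164 by limma), so the second did not pass the adjustment. Over the alternatives, the adjusted P of Ighg2b ranged from 0.000428 to 0.044 for the first and from 0.0258 to 0.636 for the second, which passed only under voom on genes with at least 10 fragments, a setting chosen after seeing the data.

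Ighg2b and Pias4 transcripts had 0 sequences of 25 bases in common, which argues against misplaced reads of the injected mRNA. An overlap with another gene was also excluded, since 0 annotated genes overlapping Ighg2b rose in all 4 injected libraries. Chance stays open. Counting genes at least 4 times higher in every library of 4 than in either of the remaining 2, with at least 10 fragments in each of the 4, and leaving out the injected Pias4, the split by injection gave 1 gene, Ighg2b. Of the 13 other splits, leaving out that of the PIASy-WT pair, 7 gave as many and the largest gave 3. The limit of 10 fragments was set after the values of Ighg2b were known. With at least 5 fragments, the split by injection gave 4 genes, and leaving out that of the PIASy-WT pair the other splits gave from 0 to 14. Among other immunoglobulin genes, 9 had at least 10 fragments in 2 or more libraries. The injected mRNAs also carried a tag and came from a vector according to the paper, and a match of those sequences to Ighg2b was not tested. An effect of injection on Ighg2b, which would be a biological explanation that the design names, may be considered as a hypothesis only, as the 7 splits with as many genes leave chance open.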

How the results depend on the processing

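The alternatives were set before the data were examined, apart from 3 settings that were chosen after seeing the data, namely voom on the fragments recovered from FPKM, a filter of at least 10 such fragments in at least 2 libraries, and voom on the genes that pass this filter. A test planned for a table of counts was not run, as the table holds FPKM and recovered fragments were tested only with voom. Unless stated, the cause of a change was not tested.

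Fewer genes were lower than with the settings used when low values were not filtered out. Then 27826 genes were tested, which by construction makes the adjustment stricter, and 144 genes were lower and 16 higher than in non-injection, 224 lower and 11 higher than in PIASy-Mut, 129 lower in both and 6 higher in both. The counts at a log2 fold change of 1 were 154 lower and 16 higher against non-injection and 243 lower and 11 higher against PIASy-Mut. Without the mean-variance trend, 244 were lower and 54 higher than in non-injection, 413 were lower than in PIASy-Mut and 210 were lower in both. Counts at a log2 fold change of 1 were 256 and 59 against non-injection and 464 lower against PIASy-Mut. All genes called lower at a log2 fold change of 2 in these settings were among those called with the settings used.

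With only the libraries of the groups compared in the fit, 0 genes were lower or higher than in PIASy-Mut, 0 were lower or higher in both, and 0 were lower or higher than in PIASy-Mut at a log2 fold change of 1, while 3776 had an unadjusted P under 0.05. In PIASy-Mut against non-injection 0 genes passed, Pias4 included, with 653 at an unadjusted P under 0.05. Against non-injection, 160 genes were higher in PIASy-WT, and at a log2 fold change of 1 the counts were 1518 lower and 626 higher. Fewer samples enter this fit by construction.

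With genes of an FPKM of at least 5, 46 genes were higher than in PIASy-Mut and 16 were higher in both. The counts at a log2 fold change of 1 were 1430 lower and 325 higher than in non-injection, and 1475 lower and 202 higher than in PIASy-Mut. With a pseudocount of 0.1, 27 genes were higher in both and 107 were higher than in non-injection at a log2 fold change of 1. Quantile normalization gave 364 genes lower than in PIASy-Mut and 299 lower in both, and 490 lower than in PIASy-Mut at a log2 fold change of 1, where median-ratio scaling gave 629. Quantile normalization moved the median log2 fold change of all genes from 0.01 to 0.12 against non-injection and from -0.03 to 0.11 against PIASy-Mut. With fold changes taken relative to this shift, 512 genes were lower than in non-injection and 393 lower than in PIASy-Mut, which were 81.8% and 84.3% of calls, compared with 86.6% and 88.1% for FPKM as deposited.

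Voom on recovered fragments gave 1072 genes lower and 297 higher than in non-injection, 1121 lower and 180 higher than in PIASy-Mut, 851 lower in both and 84 higher in both. At a log2 fold change of 1 it gave 1861 lower and 733 higher than in non-injection and 1855 lower and 479 higher than in PIASy-Mut. With at least 10 fragments, 53 genes were higher than in PIASy-Mut and 24 higher in both, and at a log2 fold change of 1 the counts were 1797 lower and 509 higher than in non-injection and 1783 lower and 374 higher than in PIASy-Mut. Voom on these genes gave 758 lower in both, 31 higher in both and 2 higher in PIASy-Mut than in non-injection. At a log2 fold change of 1 it gave 1863 lower and 715 higher than in non-injection and 1846 lower and 502 higher than in PIASy-Mut.

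Replicate numbers did not pair the libraries. The deviations of libraries with the same number had correlations of 0.00368, 0.0851 and 0.0637 over the 3 pairs of groups. With a replicate block, 54 genes were higher than in PIASy-Mut and 30 higher in both, and at a log2 fold change of 1, 89 were higher than in non-injection and 67 higher than in PIASy-Mut. The block left 556 genes lower than in non-injection and 592 lower than in PIASy-Mut at a log2 fold change of 2.

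Without any test, 998 genes had a mean log2 difference of -2 or less in PIASy-WT against PIASy-Mut, and this number was from 720 to 1790 across the fits that each left out 1 library. The highest came without PIASy-Mut replicate 2, and the lowest without PIASy-Mut replicate 1. For PIASy-Mut against non-injection the number was 107 with all libraries and reached from 107 to 244 with 1 library left out. It exceeded 1.5 times the full count whenever a library of either group was left out, at 228 and 189 without the first and second non-injection library and 244 and 229 without the first and second PIASy-Mut library.

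The number of reported SUMO pathway genes past an adjusted P of 0.05 was 1 with the settings used, 3 with an FPKM of at least 5, 4 with only the groups compared, 7 under voom, 5 with at least 10 fragments and 8 under voom on those genes. The Zscan4 genes gave 0 with the settings used and 1, Zscan4-ps3, under voom on genes with at least 10 fragments. The H3K9me3 writers and erasers gave 0, and then 1 with an FPKM of at least 5 (Suv39h1), 1 with only the groups compared (Suv39h2), 3 under voom, 1 with at least 10 fragments and 3 under voom on those genes (Suv39h1, Suv39h2 and Kdm4a in both). Gene lists past an adjusted P of 0.05 numbered 5 against non-injection and 6 against PIASy-Mut, 0 and 0 with an estimated correlation, and 3 against PIASy-Mut under fry. The height at which PIASy-WT joined the other libraries was 0.166 with Pearson correlation and 0.343 with complete linkage.

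Fold changes of named genes changed direction in 12 cases, all of them small. Against non-injection, the second Sumo3 entry (ENSMUSG00000112241.1, at most 1 fragment per library) went from -0.01 to 0.022 under median-ratio scaling, 0.0089 when rescaled without Pias4, 0.026 under quantile normalization and 0.011 under voom. Under quantile normalization, Kdm1a went from -0.10 to 0.0085 and Zscan4d from -0.22 to 0.048 against non-injection. Against PIASy-Mut, Kdm1a went from -0.03 to 0.057 under median-ratio scaling and 0.15 under quantile normalization, Zscan4d from -0.13 to 0.17 under quantile normalization, and Zscan4-ps1 from -0.19 to 0.048 with a pseudocount of 0.1, 0.090 under voom and 0.15 under voom on genes with at least 10 fragments. Of the other comparisons of named genes with a setting, 1214 kept their direction and side of the threshold, 42 became stronger and 50 weaker. With 1 library left out, 498 fold changes of named genes moved by less than their spread and 90 by more. Depth limits the genes higher in PIASy-WT most, since 73 of 97 and 72 of 83 of them had at most 3 fragments in each library of the group they were compared with.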

Differences from the paper's values

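No test in this part was chosen after a difference had been seen, apart from 3 settings on recovered fragments, which are marked where they are named.

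The number of genes higher in PIASy-WT than in PIASy-Mut at a log2 fold change of at least 2 was 83, where the paper shows about 8 in Fig. S4C, read by eye. Among the alternatives set before the data were examined, only the one without a filter on low values, with 11 genes, came within 1.5 times of the paper's number, and all the others did not. At a log2 fold change of at least 1, 132 genes were higher in PIASy-WT than in PIASy-Mut, where the paper's Table S2 lists 13. Again only the alternative without a filter, with 11 genes, closed the gap. The same alternative opened gaps elsewhere, with 144 genes lower than in non-injection against the paper's 527, 224 lower than in PIASy-Mut against 740, and 154 lower than in non-injection at a log2 fold change of at least 1 against 734. For genes higher in PIASy-WT than in non-injection at a log2 fold change of at least 1, the number was 166 against the paper's 339 in Table S2. The gap was closed with genes of an FPKM of at least 5 in at least 2 libraries (325 genes) and under quantile normalization (233 genes). None of the other alternatives set before the data were examined closed it. Both settings opened gaps elsewhere. At a log2 fold change of at least 1, the FPKM limit of 5 gave 1430 genes lower than in non-injection against the paper's 734. It gave 1475 lower than in PIASy-Mut against 868, where quantile normalization gave 490. At a log2 fold change of at least 2, quantile normalization gave 364 lower than in PIASy-Mut against 740. It gave 299 lower in both comparisons against 466. The settings on recovered fragments, chosen after seeing the data, closed none of the 3 gaps for genes higher in PIASy-WT.

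The paper states that Pias3, Senp2 and Senp8 were affected by PIASy-WT overexpression. Over all genes tested, none of the 3 passed an adjusted P of 0.05 by limma, with values of 0.271 for Pias3, 0.0588 for Senp2 and 0.179 for Senp8 against non-injection. Senp2 passed against non-injection with genes of an FPKM of at least 5, with only the groups compared in the fit and in the 3 settings chosen after seeing the data. Senp8 passed only under voom on genes with at least 10 fragments, which was chosen after seeing the data, and Pias3 passed in no setting run. The paper states that Dux increased in PIASy-WT embryos by RT-qPCR. In these libraries Duxf3, the gene under which the table lists Dux, had 2 fragments in the library PIASy-WT 2 and 0 in the other 5, where the limit of 3 fragments corresponds to an FPKM between 0.816 and 1.28, so a change was not detectable at this depth.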

Other observations

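In this part, the tests on scaling, on cumulus cell genes, on oocyte-expressed genes and on the share of the most abundant genes were chosen only after the result was seen. A list median was read as standing apart when it was beyond every 1 of 10000 random lists. A looser limit of 1% of random lists was tried after the values were seen and was not kept, and under it shared reads for the ribosomal list and scaling for the nucleolar list against non-injection would have been excluded too. The labels and the text of the paper give no batch for these libraries.

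Ribosomal protein genes were lower in PIASy-WT. Of 81 genes tested, 79 were lower than in non-injection and 79 lower than in PIASy-Mut, with a median log2 fold change of -1.79 and -1.83 (adjusted P=3.49e-21 and 3.22e-21 by limma's camera). Leaving out each library in turn gave medians from -1.88 to -1.64 and from -2.14 to -1.48. The call held under fry in both comparisons and did not hold with an estimated correlation (adjusted P=0.508). As a share of all fragments, these genes took 0.892% and 0.901% in non-injection, 1.17% and 0.736% in PIASy-Mut and 0.346% and 0.301% in PIASy-WT. The pattern is not accounted for by gene length, GC content or sequencing depth as the whole cause, since the median against non-injection was -1.84, -1.82 and -1.82 after each was corrected for, and 0 of 10000 random lists were as low. Under quantile normalization, the scaling that moved it most, it was -1.57, again lower than all random lists. Reads shared with pseudogenes stay open for the other genes of the list, because only 7 of the genes share under 5% of their sequence. These 7 had medians of -2.16 against non-injection and -2.26 against PIASy-Mut, which were not weaker than those of the whole list. Of 10000 random lists of this size, 10 and 11 were as low. This argues against shared reads as the cause for these 7 genes. Cumulus cells left in the other libraries are argued against as the whole cause. Vim, an abundant transcript of such cells, had an FPKM of at most 1.02 in the non-injection and PIASy-Mut libraries, below the values of PIASy-WT, while the FPKM of the ribosomal list summed to at least 5469 in those libraries and at most 2971 in PIASy-WT. The summed FPKM of the cumulus list was from 20.3 to 31.1 in those libraries and 33.6 and 36.0 in PIASy-WT, but this sum rests mainly on Serpine2 and Nr5a2, which moved in opposite directions. Reduced expression of these genes under PIASy-WT is a hypothesis that the design names, and it was not separated from a difference in developmental progress, which was not tested.

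Nucleolar genes were lower in 30 of 30 cases in both comparisons, with a median log2 fold change of -1.64 and -1.82 (adjusted P=4.48e-12 and 7.57e-12 by limma's camera). Without PIASy-Mut replicate 1, the median against PIASy-Mut was -1.29. Fry kept the call in both comparisons and an estimated correlation did not (adjusted P=0.508). After correction for length, GC content and depth the median against non-injection was -1.68, -1.70 and -1.65, and over the 24 genes that share under 5% of their sequence it was -1.90, with 0 of 10000 random lists as low in each case, so none of these accounts for the whole pattern. Under quantile normalization, the scaling that moved it most, the median against PIASy-Mut was -1.56 with 0 of 10000 random lists as low, which excludes scaling as the whole cause in that comparison. Against non-injection it was -1.46, so most of its size was kept, but 1 of 10000 random lists was as low, which misses the limit set above by 1 list, and scaling stays open there.

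Oocyte-expressed genes were higher in PIASy-WT, with 23 of 30 above non-injection and 22 of 30 above PIASy-Mut, and medians of 0.55 and 0.48 (adjusted P=0.0195 and 0.00822 by limma's camera). With PIASy-Mut replicate 1 or 2 left out in turn, the median against PIASy-Mut was from 0.17 to 0.80. These calls held under neither fry nor an estimated correlation. The median against non-injection was at percentile 99.66 of 10000 random lists matched on mean expression, so it was not beyond all of them. This percentile restates that the list was higher and decides nothing about maternal transcripts being kept longer. That explanation and a lower share of transcripts from the embryo's own genes, which would raise maternal transcripts in FPKM as well, both stay open.

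Results of the other lists were as follows. Genes of the two-cell-like state had a median of -0.80 in both comparisons (adjusted P=0.0014 and 0.00122 by limma's camera), with 24 of 28 lower in each. Among expression-matched random lists, 475 and 512 of 10000 were as low. Fry kept both calls and an estimated correlation kept neither. Proteasome subunit genes had medians of -1.04 and -1.14 (adjusted P=2.45e-05 in both by limma's camera), with 31 of 36 lower in each and 31 and 23 of 10000 random lists as low, and neither fry nor an estimated correlation kept the calls. Without PIASy-Mut replicate 1, the second median was -0.68. The p53 target genes had medians of -0.04 and 0.03 over 12 genes (adjusted P=0.866 and 0.898 by limma's camera), and only fry called them, against non-injection. The 5 cumulus cell genes tested had medians of 1.01 and 0.27 (adjusted P=0.324 and 0.722 by limma's camera), and 0.54 and 0.23 with genes at the limit of detection set to their bound. Mitochondrially encoded protein genes had medians of 0.14 and 1.21 (adjusted P=0.516 and 0.00408 by limma's camera). They were lower in PIASy-Mut than in non-injection (median -1.02, adjusted P=0.000311 by limma's camera), and fry and an estimated correlation kept neither of these calls. Both rest on 1 library, since the median of PIASy-WT against PIASy-Mut was 0.05 without PIASy-Mut replicate 1 and 2.37 without PIASy-Mut replicate 2. These genes took 1.25% of fragments in PIASy-Mut 1 and from 5.78% to 8.09% in the other 5 libraries.

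More genes were detected in PIASy-WT. With each library thinned to 871663 fragments, the number of genes above 0 was 17058 and 17675 in non-injection, 17245 and 17992 in PIASy-Mut and 18350 and 19270 in PIASy-WT. As the smaller PIASy-WT value of 18350 exceeded all others at equal depth, depth is excluded as the whole cause. A lower share of a few abundant genes is excluded too, because the 10 most abundant genes took at least 12.6% of fragments in PIASy-WT and at most 10.9% in the other libraries. The additional genes had few fragments. Genes with 1 to 3 fragments numbered 7277 and 7676 in PIASy-WT and at most 6517 elsewhere, while genes with at least 10 numbered 7607 and 7669 in PIASy-WT and at least 7824 elsewhere. Genes found in both PIASy-WT libraries and in no other numbered 527, against 117 to 282 for the other pairs of libraries. No biological explanation was tested.

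Genes lower in both comparisons lay near each other. Of the 486 genes, 83 had another within 50 kb, where 10000 random sets of the same size gave a median of 30 and at most 55. Among the 290 genes that share under 5% of their sequence, 37 had such a neighbour (random sets gave at most 28), which excludes shared reads between copies as the whole cause. Counting only neighbours that do not overlap, the number was 35 (at most 30 in random sets), which excludes overlapping annotation as the whole cause. That genomic neighbourhoods respond together is a hypothesis from the same data that shows the pattern.

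The 486 genes had a median GC content of 49.3%, compared with 46.7% for genes matched on expression, and a median length of 2324.5 bases, compared with 2827.5. After correction of the fold changes for length and GC content, 467 of the 486 genes still had both log2 fold changes at -2 or less, so these trends do not account for the whole set.

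The paper names 6 genes as writers or erasers of H3K9me3. They are Suv39h1, Suv39h2, Setdb1, Kdm4a, Kdm4d and, in its Discussion only, Kdm1a. Of these 6, 0 passed an adjusted P of 0.05 by limma over all genes. At an unadjusted P under 0.05 there were 3 against non-injection and 1 against PIASy-Mut. When adjusted over the list alone, Suv39h1 passed against PIASy-Mut. Its FPKM was 9.04 and 8.39 in non-injection, 12.3 and 7.62 in PIASy-Mut and 3.29 and 2.97 in PIASy-WT. Suv39h2 went the other way, with an FPKM of 26.3 and 24.5 in non-injection, 19.3 and 39.8 in PIASy-Mut and 49.1 and 55.6 in PIASy-WT and a log2 fold change of 1.02 against non-injection and 0.89 against PIASy-Mut. Kdm4a was lower, with log2 fold changes of -1.87 and -0.80, and the second rests on PIASy-Mut replicate 1, since it was 0.26 without that library.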
